# Proteostasis by STUB1/HSP70 complex controls sensitivity to androgen receptor targeted therapy in advanced prostate cancer

**DOI:** 10.1038/s41467-018-07178-x

**Published:** 2018-11-16

**Authors:** Chengfei Liu, Wei Lou, Joy C. Yang, Liangren Liu, Cameron M. Armstrong, Alan P. Lombard, Ruining Zhao, Onika D. V. Noel, Clifford G. Tepper, Hong-Wu Chen, Marc Dall’Era, Christopher P. Evans, Allen C. Gao

## Abstract

Protein homeostasis (proteostasis) is a potential mechanism that contributes to cancer cell survival and drug resistance. Constitutively active androgen receptor (AR) variants confer anti-androgen resistance in advanced prostate cancer. However, the role of proteostasis involved in next generation anti-androgen resistance and the mechanisms of AR variant regulation are poorly defined. Here we show that the ubiquitin-proteasome-system (UPS) is suppressed in enzalutamide/abiraterone resistant prostate cancer. AR/AR-V7 proteostasis requires the interaction of E3 ubiquitin ligase STUB1 and HSP70 complex. STUB1 disassociates AR/AR-V7 from HSP70, leading to AR/AR-V7 ubiquitination and degradation. Inhibition of HSP70 significantly inhibits prostate tumor growth and improves enzalutamide/abiraterone treatments through AR/AR-V7 suppression. Clinically, HSP70 expression is upregulated and correlated with AR/AR-V7 levels in high Gleason score prostate tumors. Our results reveal a novel mechanism of anti-androgen resistance via UPS alteration which could be targeted through inhibition of HSP70 to reduce AR-V7 expression and overcome resistance to AR-targeted therapies.

## Abstract (web summary)

The AR-V7 isoform is associated with anti-androgen drug resistance in prostate cancer. Here, the authors show that AR-V7 protein stability is regulated by HSP70/STUB1 complex-mediated proteostasis which confers drug resistance in late stage prostate cancer. Inhibition of HSP70 re-sensitizes resistant cells to enzalutamide therapy.

## Introduction

Proteomic equilibrium including protein folding, trafficking, maturation, and degradation controls mammalian cell biological function and maintains physiological environment stabilization. Protein homeostasis (proteostasis) is regulated through a comprehensive network, including molecular chaperone proteins, the ubiquitin–proteasome system, and the autophagy system^1–5^. Imbalanced proteostasis disrupts protein clearance and increases abnormal deposition of protein aggregates which facilitates cancer cell survival and progression. Thus, overexpression of oncogenic proteins mediated by proteostasis is a potential mechanism that contributes to drug resistance in cancer cells. Understanding the mechanisms of protein post-translational regulation in order to find strategies to correct proteostasis-imbalance in anti-androgen resistant prostate cancer is warranted.

Enzalutamide and abiraterone are the second-generation anti-androgen drugs approved for the treatment of castration-resistant prostate cancer (CRPC). Even though they are effective at first, resistance to both drugs occurs frequently. Considerable evidence from both clinical and experimental studies demonstrate that truncated androgen receptor (AR) variants, particularly AR-V7, plays vital roles in promoting CRPC progression during androgen deprivation therapy and in the induction of resistance to enzalutamide and abiraterone therapy^6–9^. Rearrangements that alter AR gene structure and splicing patterns have been described in prostate cancer cell lines, and xenografts which suggests the origin of AR-V7 might be derived from intragenic AR gene rearrangements or premature translation termination by aberrant mRNA splicing^10–12^. However, post-translational regulation of AR-V7 and the mechanisms of AR-V7 proteostasis have not been fully explored.

The chaperone protein family, including heat shock proteins (HSPs), regulates the activity and stability of many oncogenes that control cancer cell survival and progression^3,13–15^. The HSP70s family, including stress inducible member HSP70 (HSPA1A/HSPA1B) and constitutively expressed member HSC70 (HSPA8), plays important roles for protein maturation and correct folding in cancer cell signal transduction and regulation^16–18^. STUB1 is a co-chaperone protein and functional E3 ubiquitin ligase that links HSP70’s polypeptide-binding activity to the ubiquitin proteasome system. HSP70 interacts with STUB1 and controls protein stabilization. Binding of STUB1 to HSP70 can halt the proper folding of HSP70 substrate proteins and concomitantly facilitate the U-box-dependent ubiquitination of HSP70-bound substrates^19–21^. As AR’s co-chaperone protein, HSP70 assists the folding and maturation of AR protein^22–24^. However, understanding of the interaction among AR-V7, HSP70, and STUB1 in next generation anti-androgen resistance remains elusive.

In the present study, we discover that the ubiquitin-mediated proteolysis pathway and proteasome activity are suppressed in enzalutamide and abiraterone-resistant prostate cancer cells which stabilizes AR-V7 protein in these cells through ubiquitin–proteasome alteration. The STUB1/HSP70 complex regulates full length AR (AR-FL) and AR variant proteostasis which confers next generation anti-androgen resistance. HSP70 inhibition significantly disrupts AR and AR-V7 gene programs and re-sensitizes resistant cells to enzalutamide and abiraterone treatment both in vitro and in vivo. Notably, the levels of HSP70 are correlated with AR-V7 in tumors from patients with high Gleason scores. These results suggest that targeting the proteostasis pathway through inhibiting HSP70 might be a valuable strategy to overcome next generation anti-androgen resistance and improve drug therapy in CRPC patients.

## Results

### UPS suppressing confers AR-FL/AR-V7 protein stabilization

Enzalutamide and abiraterone-resistant CWR22Rv1 and C4-2B MDVR cells express both AR-FL and AR-V7 as demonstrated by RNA transcriptome sequencing. The AR mRNA splice junction was analyzed by Integrative Genomics Viewer (IGV) 2.4. C4-2B MDVR and CWR22Rv1 cells showed abundant splice junctions between AR exon3 and exon4 (Fig. 1a). Among the products derived from these splice junctions are AR-V1, AR-V3, AR-V7, and AR-V9, with AR-V7 being the most abundant AR variant in both C4-2B MDVR (depth 22 reads) and CWR22Rv1 cells (depth 111 reads). Both C4-2B MDVR and CWR22Rv1 cells express higher AR-FL and AR-V7 mRNA and protein levels compared to C4-2B cells as confirmed by real-time reverse transcription-PCR (qRT-PCR) and Western blot (Fig. 1b). Consistently, C4-2B MDVR and CWR22Rv1 xenograft tumors express significantly higher levels of AR-V7 protein compared to C4-2B parental xenograft tumors as measured by IHC (Fig. 1c). To understand the potential mechanisms that may be involved in overexpression of AR-V7 protein in enzalutamide-resistant cells, we determined whether AR-V7 protein stabilization was altered in C4-2B MDVR cells. C4-2B parental and C4-2B MDVR cells were treated with cycloheximide (CHX), AR-V7 and AR-FL protein levels were examined at different time points. Both AR-V7 and AR-FL proteins were more stable in C4-2B MDVR cells compared to the C4-2B parental cells (Fig. 1d). Half-life of AR-V7 protein in C4-2B cells was ∼2 h, while AR-V7 half-life in C4-2B MDVR cells was significantly increased (>8 h). Half-life of AR-FL protein was also increased in C4-2B MDVR cells. We next analyzed global gene microarray data from C4-2B parental, C4-2B MDVR, and C4-2B AbiR cells by ingenuity pathway analysis (IPA) and GSEA. The protein ubiquitination pathway was the second highest altered pathway in enzalutamide-resistant cells (*p* = 1.93 × 10^−7^) (Fig. 1e). GSEA revealed that the ubiquitin-mediated proteolysis pathway was significantly suppressed in C4-2B MDVR and C4-2B AbiR cells (*p* < 0.05). The results were also confirmed in other independent enzalutamide-resistant cells (LNCaP EnzaR and CWR-R1 EnzaR)^25^ and LuCaP castration-resistant (LuCaP CR)^26^ patient-derived xenograft (PDX) models overexpressing AR-V7 (Fig. 1f and Supplementary Fig.1a). The ubiquitin-mediated proteolysis pathway was significantly suppressed in LNCaP EnzaR (*p* < 0.001), CWR-R1 EnzaR (*p* < 0.001) cells, and LuCaP CR PDX tumor models (*p* < 0.001). Further proteasome activity fluorometric assay revealed that resistant C4-2B AbiR, C4-2B MDVR, and CWR22Rv1 cells produced significantly lower proteasome activity compared to C4-2B cells (Fig. 1g). Moreover, AR and AR-V7 ubiquitination were significantly suppressed in all resistant cells (Fig. 1h). Taken together, the results suggest that AR-V7 is overexpressed in resistant prostate cancer cells via enhanced protein stability through ubiquitin proteasome system alteration.

**Fig. 1:**
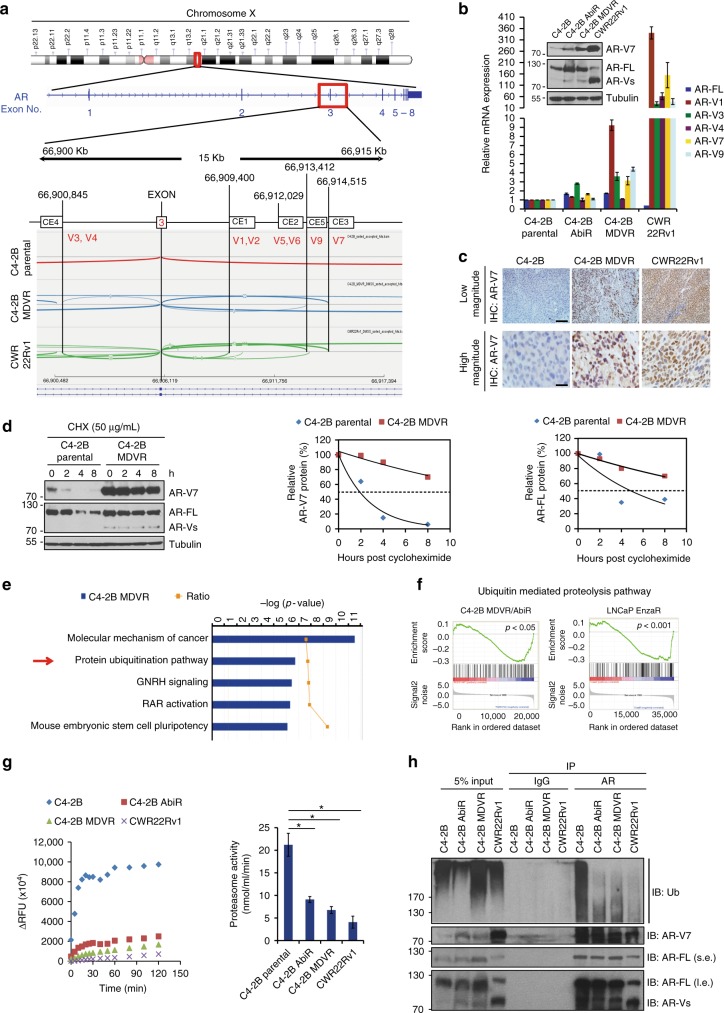
UPS suppressing confers AR-FL/AR-V7 protein stabilization. **a** RNA transcriptome sequence data from C4-2B parental, C4-2B MDVR, and CWR22Rv1 cells were viewed by IGV2.4 and AR splicing conjunction around exon3 was analyzed by sashimi plot. **b** Total RNA from C4-2B parental, C4-2B MDVR, and CWR22Rv1 cells was extracted and mRNA levels of AR-FL, AR-V1, AR-V3, AR-V7, AR-V9, and AR-V12 were examined by qRT-PCR. AR-V7 and AR-FL protein level in C4-2B parental, C4-2B AbiR, C4-2B MDVR, and CWR22Rv1 cells were examined by western blot. **c** AR-V7 immunohistochemistry staining of the tumor sections isolated from the C4-2B parental, C4-2B MDVR, and CWR22Rv1 xenograft tumors. Scale bar 100 µm (low) and 20 µm (high). **d** C4-2B parental and C4-2B MDVR cells were treated with 50 µg/mL cycloheximide, total cell lysates were collected at 0, 2, 4, and 8 h after treatment. AR-V7 and AR-FL was examined by western blot and the half-life of AR-V7 was calculated. **e** Global gene microarray data from C4-2B parental and C4-2B MDVR cells was analyzed by IPA, the top five canonical pathways were altered in C4-2B MDVR cells. **f** Global gene microarray data from C4-2B parental, C4-2B MDVR, and C4-2B AbiR cells, LNCaP and LNCaP EnzaR cells were analyzed by GSEA, ubiquitin- mediated proteolysis gene set was enriched in resistant cells. **g** C4-2B, C4-2B MDVR, C4-2B AbiR, and CWR22Rv1 cells were harvested and proteasome activity was determined by proteasome Activity Fluorometric assay kit. ΔRFU was monitored at different time points (left) and the proteasome activity was quantified (right). **h** Whole cell lysates from C4-2B, C4-2B MDVR, C4-2B AbiR, and CWR22Rv1 cells were harvested and immunopreciptated with AR antibody and blotted with anti-Ubiquitin, AR-V7, and AR antibodies. *p < 0.05. Results are the mean of three independent experiments (±s.d.). Statistical analysis was performed using two-tailed Student’s *t*-test. AR-FL full-length AR, AR-Vs AR-Variants, Ub Ubiquitin, s.e. short exposure, l.e. long exposure

### STUB1/HSP70 complex regulates AR variants protein expression

Heatmap analysis of global gene microarray data from enzalutamide/abiraterone-resistant cells and LuCaP CR tumors showed that the core enrichment genes involved in protein ubiquitination were downregulated. One of the most significantly downregulated genes in the resistant cells and LuCaP CR tumors was E3 ubiquitin ligase STUB1 (Fig. 2a and Supplementary Fig. 1b). We found that STUB1 expression was significantly reduced in AR-V7 positive prostate cancer cells, such as C4-2B MDVR, C4-2B AbiR, CWR22Rv1, and VCaP cells compared to the AR-V7 negative LNCaP cells (Fig. 2b). Next, we determined whether STUB1 and HSP70 (a STUB1- binding protein) bind to AR-V7 or AR-FL by co-immunoprecipitation (Co-IP) assays in the 293 cell system. We first confirmed that STUB1 binds with HSP70 (Supplemental Fig. 1c top). Then we found that AR-V1, AR-V3, AR-V7, AR-V9, AR-V12 (AR567es), and AR-FL directly bind to STUB1 and HSP70 (Fig. 2c, Supplementary Fig. 1c middle and bottom). Similar results showed that STUB1 and HSP70 bind to endogenous AR-FL and AR variants in both C4-2B MDVR and CWR22Rv1 cells (Supplementary Fig. 1d).

**Fig. 2:**
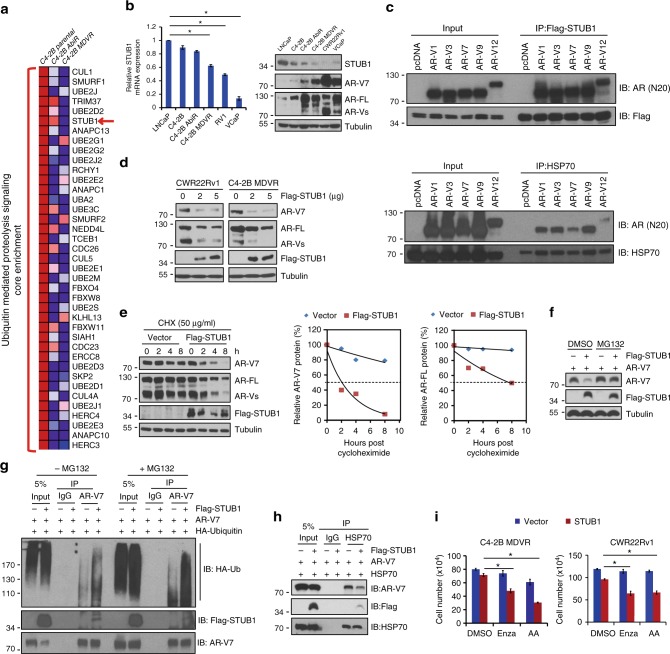
STUB1/HSP70 complex regulates AR variants protein expression. **a** Core-enrichment genes of ubiquitin-mediated proteolysis pathway in C4-2B parental, C4-2B MDVR, and C4-2B AbiR cells. The red arrow showed STUB1 was suppressed in resistant cells. **b** mRNA levels of STUB1 in LNCaP, C4-2B parental, C4-2B AbiR, C4-2B MDVR, CWR22Rv1, and VCaP cells was examined by real-time PCR (left). Protein expression of STUB1, AR-V7, AR-FL was determined by western blot (right). **c** 293 cells were transiently transfected with Flag-STUB1 or HSP70 with or without vector, AR-V1, AR-V3, AR-V7, AR-V9, or AR-V12 for 3 days and whole cell lysates were immunopreciptated with anti-Flag or HSP70 antibodies and bloted with indicated antibodies. **d** CWR22Rv1 and C4-2B MDVR cells were transiently transfected with 2 or 5 µg Flag-STUB1 for 3 days, whole cell lysates were collected and subjected to western blot. **e** CWR22Rv1 cells were transiently transfected with vector or flag-STUB1 and then treated with 50 µg/mL cycloheximide, total cell lysates were collected at 0, 2, 4, and 8 h after the treatment and subjected to western blot. Half-lives of AR-V7 and AR-FL were calculated. **f** 293 cells were transiently transfected with AR-V7 with or without STUB1 for 3 days and then treated with 5 µM MG132 overnight. Total cell lysates were collected and subjected to western blot. **g** 293 cells were transiently transfected with AR-V7, flag-STUB1, and HA-ubiquitin plasmids for 3 days, following treatment with or without 5 µM MG132 for additional 6 h. Total cell lysates were collected and immunopreciptated with AR-V7 antibody and blotted with indicated antibodies. **h** 293 cells were co-transfected with HSP70, AR-V7 with or without Flag-STUB1 for 3 days and then whole cell lysates were immunopreciptated with anti-HSP70 antibody and blotted with indicated antibodies. **i** C4-2B MDVR or CWR22Rv1 cells were transiently transfected with STUB1 and then treated with 20 μM enzalutamide or 5 μM abiraterone for 3 days and total cell number was determined. *p < 0.05. Results are the mean of three independent experiments (±s.d.). Statistical analysis was performed using one-way ANOVA. AR-FL: full-length AR, AR-Vs: AR-Variants, Ub: Ubiquitin

To further investigate the effect of STUB1 on regulation of AR-V7 expression, we transiently transfected STUB1 into C4-2B MDVR and CWR22Rv1 cells and found that overexpression of STUB1 significantly suppressed AR-V7 protein expression but did not affect mRNA expression (Fig. 2d and Supplementary Fig. 2a). STUB1 suppressed while HSP70 increased AR-V7 transcriptional activity in C4-2B cells (Supplementary Fig. 2b). We then investigated whether STUB1 affects AR-V7 and AR-FL protein stability. As shown in Fig. 2e and Supplementary Fig. 2c, STUB1 overexpression significantly shortened the half-life of AR-V7 protein (around 2 h) in CWR22Rv1 and C4-2B MDVR cells compared to the vector-transfected controls (around 8 h). The AR-FL protein half-life was also shortened by STUB1 overexpression in both CWR22Rv1 and C4-2B MDVR cells. To determine whether decreased AR-V7 protein expression by STUB1 expression is mediated through the ubiquitin–proteasome pathway, proteasome inhibitor MG132 was added into C4-2B or 293 cells transfected with AR-V7 and STUB1. STUB1 decreased AR-V7 expression, while addition of MG132 blunted the STUB1 effects (Fig. 2f and Supplementary Fig. 2d). Furthermore, STUB1 significantly induced AR-V7 ubiquitination (Fig. 2g), suggesting that STUB1-mediated AR-V7 protein degradation is through the induction of AR-V7 ubiquitination. In addition, HSP70 formed complexes with AR-V7/AR-FL, while STUB1 disassociated AR-V7/AR-FL from HSP70 binding (Fig. 2h and Supplementary Fig. 2e). These results indicate that the STUB1/HSP70 complex regulates AR-V7 and AR-FL protein expression through the ubiquitin–proteasome pathway. Since AR-V7 is associated with enzalutamide resistance, we tested if STUB1 affects cell sensitivity to enzalutamide. CWR22Rv1 and C4-2B MDVR cells expressing lower level of STUB1 were transiently transfected with STUB1 and subsequently treated with enzalutamide or abiraterone for 3 days. STUB1 overexpression re-sensitized drug- resistant cells to enzalutamide or abiraterone treatment (Fig. 2i). These results suggest that STUB1 modulates cells sensitivity to enzalutamide/abiraterone treatment possibly through downregulation of AR-V7 protein expression.

### STUB1/HSP70 complex regulates sensitivity to anti-androgens

As a co-chaperone protein of STUB1, HSP70 assists oncogenic proteins folding and maturation. We found that HSP70 but not HSP90 (HSP90AA1) was overexpressed in enzalutamide-resistant prostate cancer cells and LuCaP CR tumors (Fig. 3a and Supplementary Fig. 2f). HSP70 overexpression blocked STUB1 and AR-V7 binding as demonstrated by Co-IP (Fig. 3b left) and decreased AR-V7 ubiquitination (Fig. 3b right). To elucidate whether HSP70 is also involved in resistance to enzalutamide and abiraterone, HSP70 was knocked down by two independent siRNA in CWR22Rv1 and C4-2B MDVR cells. Following siRNA transfection, the cells were treated with enzalutamide or abiraterone. Knockdown of HSP70 significantly re-sensitized both CWR22Rv1 and C4-2B MDVR cells to enzalutamide (Fig. 3c) and abiraterone treatments (Supplementary Fig. 3a). Notably, knockdown of HSP70 significantly decreased AR-V7 as well as AR-FL expression in both CWR22Rv1 and C4-2B MDVR cells (Fig. 3d left) and consequently suppressed PSA luciferase activity (Fig. 3d right). To further demonstrate HSP70-conferred enzalutamide and abiraterone resistance is through the AR/AR-V7 regulation, human normal fibroblast cells IMR90 and immortalized prostate epithelial cells PZ-HPV7 were used. As shown in Supplementary Fig. 3b, IMR90 and PZ-HPV7 cells are AR and AR-V7 negative cells and they expressed significantly lower levels of HSP70 compared to C4-2B MDVR cells. Knockdown of HSP70 in IMR90 and PZ-HPV7 did not affect enzalutamide and abiraterone sensitivity (Supplementary Fig. 3c-d). These results suggest that HSP70 confers resistance to next generation anti-androgen treatments through AR-V7 regulation, indicating that HSP70 could serve as a therapeutic target.

**Fig. 3:**
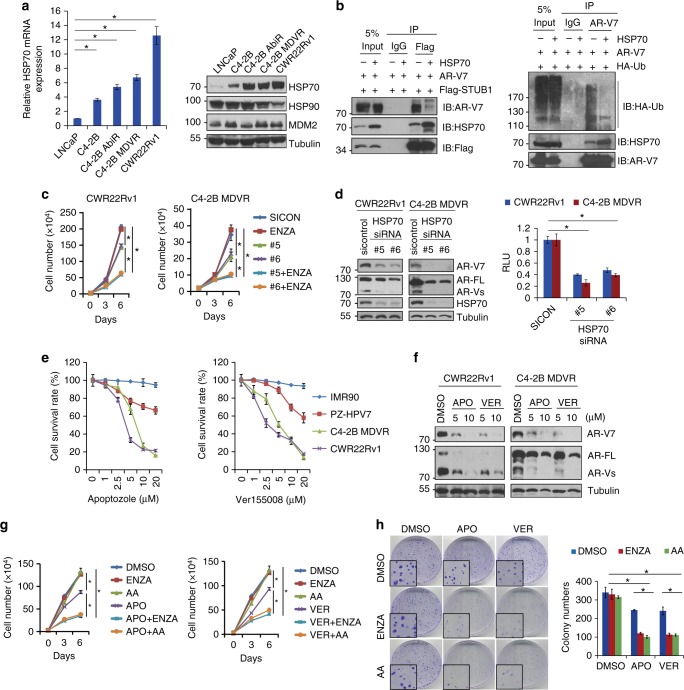
STUB1/HSP70 complex regulates sensitivity to anti-androgens. **a** Total mRNA and whole cell lysates from LNCaP, C4-2B, C4-2B AbiR, C4-2B MDVR, and CWR22Rv1 cells were collected and subjected to qRT-PCR and western blot, respectively. **b** 293 cells were co-transfected with Flag-STUB1, AR-V7, HA-Ub with or without HSP70 for 3 days, whole cell lysates were immunopreciptated with anti-Flag or AR-V7 antibodies and blotted with AR-V7, HSP70, Flag or HA antibodies. **c** CWR22Rv1 and C4-2B MDVR cells were transiently transfected with two independent HSP70 siRNA (#5 and #6) and then treated with 20 μM enzalutamide. Total cell number was determined at 3 and 6 days. **d** C4-2B MDVR and CWR22Rv1 cells were transiently transfected with two independent HSP70 siRNA, whole cell lysates were collected and subjected to western blot. PSA luciferase activity was determined. **e** IMR90, PZ-HPV7, C4-2B MDVR, and CWR22Rv1 cells were treated with different concentrations of APO and VER for 3 days, total cell numbers were determined. **f** C4-2B MDVR and CWR22Rv1 cells were treated with 5 and 10 μM APO or VER for 48 h, total cell lysates were collected and subjected to western blot. **g** C4-2B MDVR cells were treated with 5 μM APO and VER with or without 20 μM enzalutamide or 5 μM abiraterone, total cell number was determined at 3 and 6 days. **h** C4-2B MDVR cells were treated with 5 μM APO or VER with or without enzalutamide and abiraterone, colonogenic assay was performed and colonies were quantified. *p < 0.05. Results are the mean of three independent experiments (±s.d.). Statistical analysis was performed using one-way ANOVA. AR-FL: full-length AR, AR-Vs: AR-Variants, Ub: Ubiquitin, ENZA: Enzalutamide, AA: Abiraterone acetate, APO: Apoptozole, VER: Ver155008, RLU: Relative luciferase unit

Apoptozole (APO)^27^ and Ver155008 (VER)^28^ are HSP70 inhibitors that function through binding to the HSP70 active pocket and suppressing its ATPase activity (Supplementary Fig. 3e-f). We determined that APO and VER significantly suppressed the growth of the resistant prostate cancer cells in a dose-dependent manner but had moderate effects on PZ-HPV7 and no effects on IMR90 cells (Fig. 3e). APO and VER significantly reduced AR-V7 protein expression in both C4-2B MDVR and CWR22Rv1 cells (Fig. 3f). Both APO and VER suppressed the PSA luciferase activity in CWR22Rv1 and C4-2B MDVR cells (Supplementary Fig. 3g). Additionally, APO and VER suppressed DHT and AR-V7-induced PSA luciferase activity, especially the HSP70- induced AR-V7 transcriptional activity in C4-2B cells. However, enzalutamide only suppressed DHT-induced PSA luciferase activity but not HSP70-induced AR-V7 transcriptional activity in C4-2B cells (Supplementary Fig. 3h). Glucocorticoid receptor (GR) has been linked to enzalutamide resistance previously^29^. We found the STUB1/HSP70 complex also regulated GR activity. APO and VER treatment or STUB1 overexpression significantly suppressed GR activity (Supplementary Fig. 3i-j). We next determined if APO and VER affect mRNA expression of AR variants and their targets genes in C4-2B MDVR cells (Supplementary Fig. 4a-g). Intriguingly, APO slightly decreased the levels of AR-V7 mRNA, but significantly decreased the levels of AR-FL, AR-V1, AR-V3, and AR-V9 mRNA. VER significantly decreased the levels of AR-V3 and AR-V9 but not the levels of AR-FL and AR-V7 mRNA. These results suggested that APO and VER alter AR/AR variants expression at both mRNA and protein levels. However, addition of proteasome inhibitor MG132 largely recused APO and VER effects on AR/AR variants suppression (Supplementary Fig. 4f), suggesting AR and its variants suppression by APO and VER is largely due to the protein degradation.

Next, we examined the combinational effects of APO or VER with next generation anti-androgens. As shown in Fig. 3g and Supplementary Fig. 5a, both APO and VER profoundly enhanced enzalutamide and abiraterone treatments in CWR22Rv1 and C4-2B MDVR cells in a time-dependent and dose-dependent manner. However, there were no combination effects in PZ-HPV7 and IMR90 cells (Supplementary Fig. 5b). These results were also confirmed by clonogenic assay (Fig. 3h and Supplementary Fig. 5c). To further demonstrate these two HSP70 inhibitors in clinical applications, conditionally reprogrammed cells (CRCs) were established from a Gleason 10 score prostate cancer patient based on the published protocol ^30^. As shown in Supplementary Fig. 6a, these cells displayed highly heterogeneous phenotype and overexpressed AR and HSP70 in both cytoplasm and nucleus. These cells were resistant to enzalutamide and abiraterone treatment but showed dose response to APO and VER treatment (Supplementary Fig. 6b). Combination of APO or VER with enzalutamide further suppressed cell proliferation in these CRCs (Supplementary Fig. 6c). Taken together, these results suggest that targeting HSP70 can improve next generation anti-androgen treatment in advanced prostate cancer.

### HSP70 inhibitors promote AR-V7 ubiquitination via STUB1

To determine if inhibition of HSP70 promotes AR-V7 degradation through enhanced ubiquitination, 293 cells overexpressed with AR-V7, HSP70, and HA-Ubiquitin were treated with either 20 μM VER or 20 μM APO overnight, along with 5 μM MG132 during the incubation to prevent degradation of ubiquitinated AR-V7. We found that both APO and VER resulted in enhanced ubiquitination of AR-V7 compared to DMSO-treated control cells (Fig. 4a top). The results were also observed in C4-2B MDVR cells (Fig. 4a bottom). Additionally, both APO and VER significantly increased the binding of AR-V7 to STUB1 in 293 cells (Fig. 4b left) and AR/AR variants to STUB1 in C4-2B MDVR cells (Fig. 4b right), suggesting that binding of HSP70 to AR-V7 potentially protects AR-V7 protein from degradation, and inhibition of HSP70 promotes STUB1 and AR-V7 binding which leads to AR-V7 protein degradation. Additionally, we confirmed our findings by dual immunofluorescence staining. As shown in Fig. 4c, STUB1 and AR-V7 were not co-localized in 293 cells when HSP70 was overexpressed. AR-V7 was dominantly present in the nucleus; however, STUB1 was mostly localized in the cytoplasm when HSP70 was overexpressed. APO and VER treatment significantly enhanced AR-V7 and STUB1 co-localization. We also found that knockdown of STUB1 in C4-2B MDVR cells rescued AR and AR-V7 suppression by APO and VER treatment, suggesting that AR/AR-V7 degradation induced by APO and VER is mediated by STUB1 (Fig. 4d). Furthermore, AR-V7 and HSP70 overexpression significantly rescued APO and VER-mediated growth inhibition in prostate cancer cells. As shown in Fig. 4e, overexpresstion of both HSP70 and AR-V7 into C4-2B cells significantly increased cell growth in CS-FBS condition. APO and VER still suppressed the cell proliferation but showed higher rate than the vector transfected and single HSP70 or AR-V7-transfected cells. HSP70 overexpression stabilized AR/AR-V7 protein in C4-2B cells (Fig. 4f). These results suggest that HSP70 stabilizes and protects AR-V7 from degradation. Inhibition of HSP70 promotes AR-V7 ubiquitination and degradation by STUB1.

**Fig. 4:**
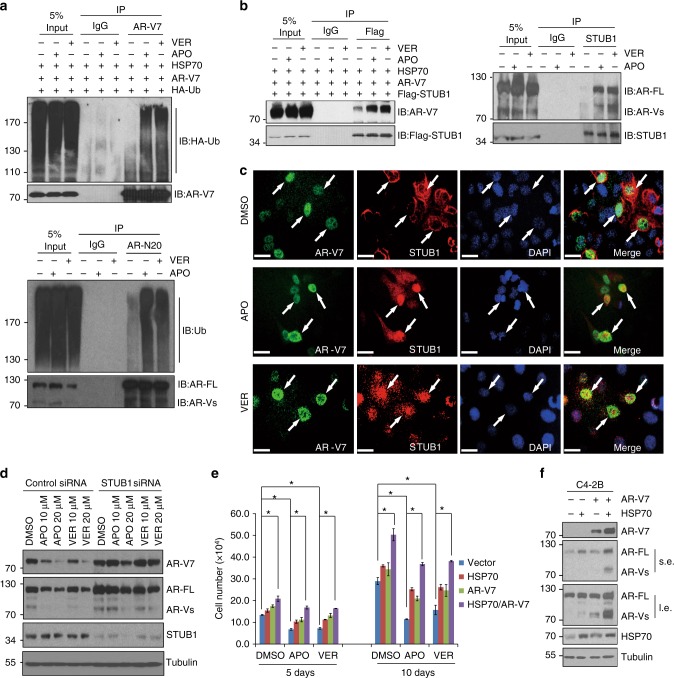
HSP70 inhibitors promote AR-V7 ubiquitination via STUB1. **a** Immunoblots following anti-AR-V7 immunoprecipitation from AR-V7, HSP70, and HA-Ubiquitin overexpressed 293 cells that were co-treated overnight with 20 μM APO or VER with 5 μM MG132 to inhibit degradation of ubiquitinated AR-V7 (top). C4-2B MDVR cells were treated with 20 μM APO or VER overnight with 5 μM MG132 for 6 h, total cell lysates were immunoprecipitated with anti-AR (N20) antibody and immunoblotted with anti-ubiquitin and AR-FL antibodies (bottom). **b** AR-V7, HSP70, and Flag-STUB1 were overexpressed in 293 cells and then treated with APO or VER overnight. Whole cell lysates were subjected to anti-Flag IP, AR-V7, and Flag were blot (left). C4-2B MDVR cells were treated with 20 μM APO or VER overnight with 5 μM MG132 for 6 h, total cell lysates were immunoprecipitated with anti-STUB1 antibody and immunoblotted with anti-AR, STUB1 antibodies (right). **c** 293 cells were co-transfected with AR-V7, HSP70, and Flag-STUB1 for 3 days, following treatment with APO or VER for 24 h, AR-V7 and STUB1 were visualized by dual immunofluorescence staining. White arrows indicated the typical staining cells in each group. Scale bar 20 µm. **d** C4-2B MDVR cells were transiently transfected with STUB1 siRNA for 3 days, following treatment with APO or VER overnight; whole cell lysates were collected and subjected to western blot. **e**, **f** C4-2B cells were transiently transfected with vector, AR-V7, HSP70, or AR-V7 plus HSP70, following treatment with APO or VER, the cell growth was determined at 5 and 10 days. The whole cell lysates were collected and subjected to western blot. *p < 0.05. Results are the mean of three independent experiments (±s.d.). Statistical analysis was performed using one- way ANOVA. AR-FL: full-length AR, AR-Vs: AR-Variants, Ub: Ubiquitin, APO: Apoptozole, VER: Ver155008, s.e.: short exposure, l.e.: long exposure

### HSP70 inhibition suppresses AR-FL and AR-V7 signaling

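RNA of C4-2B MDVR and CWR22Rv1 cells was sequenced after 48 h with vehicle (DMSO), 10 µM apoptozole (APO) or 10 µM VER155008 (VER). Both are prostate cancer cell lines, and C4-2B MDVR is an enzalutamide-resistant derivative of C4-2B. APO and VER are small molecules that inhibit the ATPase activity of HSP70. C4-2B MDVR cells were kept in medium with 20 µM enzalutamide and CWR22Rv1 cells in medium without it. There was 1 library for each of the 6 conditions and no replicate, so the differences between libraries have no replicate check and no p-value is given across genes. The paper describes library preparation with an Illumina TruSeq kit, while the labels of the samples describe a stranded kit from another maker with selection of polyadenylated RNA. The authors aligned the paired-end reads, ran a Cufflinks pipeline and deposited 1 FPKM value per gene and library, normalized between libraries by Cuffnorm. FPKM is the number of fragments scaled by transcript length and by the mapped reads of the library. Each library lists the same 60658 Ensembl identifiers, of which 57047 are in GENCODE 29. The deposited FPKM values carry no read totals. The most frequent ratio of low FPKM values (0.001 to 0.05) between libraries was read as the ratio of the values of a single fragment. This gives an estimate of the relative depth on the deposited scale. Whole reads were not recovered, so the reading is an assumption. Taking the C4-2B MDVR DMSO library as 1, the relative depth was 1.65 for C4-2B MDVR with APO and 1.14 with VER. It was 1.15 for CWR22Rv1 with DMSO, 1.28 with APO and 1.23 with VER. If this reading holds, a low FPKM is measured most precisely in the C4-2B MDVR APO library and least precisely in its DMSO control. The number of genes above 0.1 FPKM ranged from 17603 in the C4-2B MDVR DMSO library to 19376 in the CWR22Rv1 VER library. Genes of the mitochondrial chromosome held 15.5%, 14.8% and 16.4% of all FPKM in C4-2B MDVR cells with DMSO, APO and VER, and 25.7%, 10.5% and 25.7% in CWR22Rv1 cells. A fold change is the difference of log2(FPKM + 0.1) between the treated library and the DMSO library of the same line. The pseudocount of 0.1 understates the changes of genes expressed near or below it. Genes with FPKM above 0.1 in at least 1 of the 3 libraries of a line were compared, which left 20122 genes in C4-2B MDVR and 21608 in CWR22Rv1 cells.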

To further explore the gene regulating mechanisms underlying the downregulation of HSP70 in drug-resistant prostate cancer cells, we performed RNA sequencing analyses using C4-2B MDVR and CWR22Rv1 cells treated with APO or VER to identify gene programs that are affected by HSP70 inhibition. There are 10,773 genes and 10,317 genes that were differentially expressed in APO or VER treated C4-2B MDVR cells, respectively, and 7905 genes that were commonly regulated by both APO and VER (fold change > 1.2; Fig. 5a). 

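Of the 20122 genes compared in C4-2B MDVR cells, 14700 (73.1%) changed more than 1.2-fold with APO, 7582 up and 7118 down. With VER 14196 genes (70.5%) changed, 7173 up and 7023 down. Both inhibitors changed 11229 genes, and 10211 of these (90.9%) moved in the same direction. Independent sets of these sizes would share 10371 genes. Both contrasts use the same DMSO library, so any error in it moves them together. The threshold altered these numbers most. At a fold change above 2, 5777 genes changed with APO, 5584 with VER and 3217 with both. Genes of low expression were changed more often. With APO, 81.1% of the 6752 genes with a mean under 1 FPKM changed more than 1.2-fold, against 65.8% of the 7714 genes with a mean over 10 FPKM. With VER the shares were 77.6% and 63.1%.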

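The changes of sets of genes in C4-2B MDVR cells were described by the median log2 fold change of each list and its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. Apart from that of Fig. 5c, these lists of well-known members were written before the data were examined. They are not the gene sets of the paper's GSEA. Random lists hold unrelated genes, so a percentile describes these libraries and does not measure variation between cultures. The 8 UPR genes shown in Fig. 5c had a median of 2.20 with APO and 1.98 with VER, both at the 100th percentile. Fig. 5c displays genes that were altered in these cells, so this percentile was largely set by their choice. A list of 24 endoplasmic reticulum chaperones and degradation genes had medians of 0.75 and 0.84, and all 24 genes were higher with either inhibitor. A list of 29 targets of ATF4, which shares 3 genes with Fig. 5c, had medians of 2.46 and 1.80, with all 29 genes higher. The 24 targets of p53 had a median of 0.66 with APO, at the 99.99th percentile, with 20 genes higher, and of 1.98 with VER, at the 100th percentile, with all 24 higher. Lysosome genes, 47 in all, had medians of 0.59 and 0.47, both at the 100th percentile. The 78 ribosomal protein genes that passed the filter had a median of 0.48 with APO, at the 100th percentile, and of 0.16 with VER, at the 97.78th. The ribosomal median with VER fell to the 95.69th percentile when the random lists were not matched on expression, to the 96.79th among genes above 0.1 FPKM in all 3 libraries and to the 97.39th among genes above 1 FPKM in at least 1 library.

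**Figure D1:**
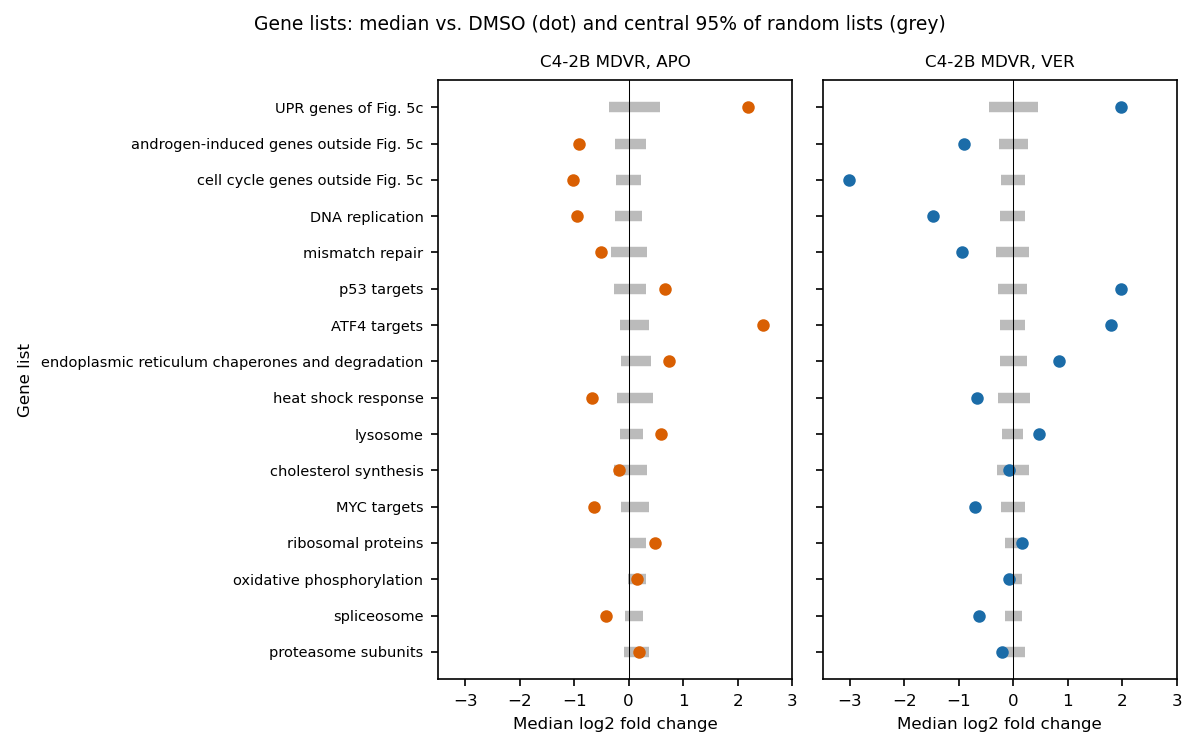
Median log2 fold change of each gene list against DMSO (x axis) for APO and VER in C4-2B MDVR cells, 1 library per condition. Dots are the medians and grey bars span the central 95% of random lists matched on expression. The UPR genes, shown in Fig. 5c as altered in these cells, lie right of the bar at 2.20 and 1.98.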

The top pathways upregulated by HSP70 inhibition include unfolded protein response (UPR), the p53 pathway and post translational protein modification pathway. 

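Lists of genes of proliferation and of androgen response moved down in C4-2B MDVR cells. The 40 cell cycle genes outside Fig. 5c had a median log2 fold change of -1.03 with APO, with 39 genes lower, and of -3.01 with VER, with all 40 lower. For 32 genes of DNA replication the medians were -0.95 and -1.48. For 21 mismatch repair genes the median was -0.51 with APO, at the 0.16th percentile, and -0.93 with VER. The 27 androgen-induced genes outside Fig. 5c that passed the filter had medians of -0.92 and -0.91, with 23 and 22 genes lower. The 31 targets of MYC had medians of -0.64 and -0.70, and 29 genes were lower with either inhibitor. The 68 spliceosome genes had medians of -0.41 and -0.63. The percentile was 0 for each of these values except that of mismatch repair with APO.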

The down-regulated pathways include cell cycle, androgen response, E2F targets, and Myc targets as analyzed by GSEA (Fig. 5b and Supplementary Tables 2–5). APO and VER-regulated genes were mainly clustered in two major groups compared with DMSO treatment as plotted by heatmap using hierarchical clustering with the genes found as commonly regulated by APO and VER, indicating a high degree of concordance in the expression changes that were induced by APO and VER treatment (Fig. 5c left). 

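Across the 20122 genes of C4-2B MDVR cells the log2 fold changes with APO and with VER had a Spearman correlation of 0.69 and a Pearson correlation of 0.68. This is a correlation across genes, which are not independent replicates, and both contrasts subtract the same DMSO library. The lowest Spearman correlation among the alternatives was 0.60, over all rows without a filter on low FPKM, and the highest was 0.76, over genes above 1 FPKM in at least 1 library. From the heatmap of the genes changed by both inhibitors, the paper reasons that the changes with APO and with VER were highly concordant (Fig. 5c).

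**Figure D2:**
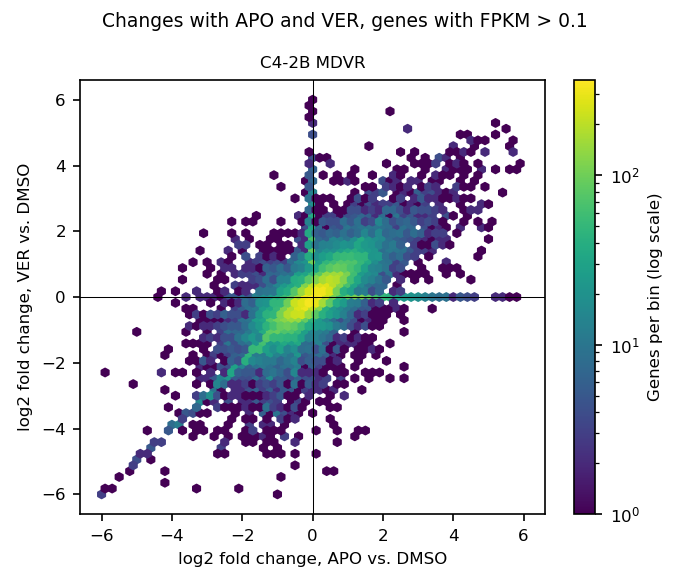
Log2 fold change of genes with APO (x axis) and with VER (y axis) against DMSO in C4-2B MDVR cells, 1 library per condition, with the number of genes per bin on a log colour scale. Genes beyond the drawn range are left out. The cloud follows the diagonal (Spearman correlation 0.69), and the thin lines along the axes and the diagonal hold genes near 0 FPKM in a pair of libraries.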

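ATF4 (ENSG00000128272), on chromosome 22 of GRCh38 from 39519695 to 39522685, rose in C4-2B MDVR cells from 246 FPKM with DMSO to 854 FPKM with APO and 812 FPKM with VER, log2 fold changes of 1.79 and 1.72. ATF6 (ENSG00000118217), on chromosome 1 from 161766294 to 161964070, rose from 10.9 FPKM to 33.2 and 25.2 FPKM with APO and VER. The files hold values for both XIAP and XBP1, and Fig. 5c shows XBP1. XBP1 (ENSG00000100219), on chromosome 22 from 28794555 to 28800597, had log2 fold changes of 1.65 with APO and 1.22 with VER in C4-2B MDVR cells. XIAP (ENSG00000101966), on chromosome X from 123859724 to 123913979, changed less, by 0.36 and 0.48. The change of XIAP with APO dropped below 1.2-fold, to 0.21, when each library was rescaled to the same sum (TPM). The largest log2 fold changes among the UPR genes of Fig. 5c were those of CHAC1, at 3.88 with APO and 4.17 with VER. All 8 UPR genes of Fig. 5c were higher with either inhibitor than with DMSO.

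**Figure D3:**
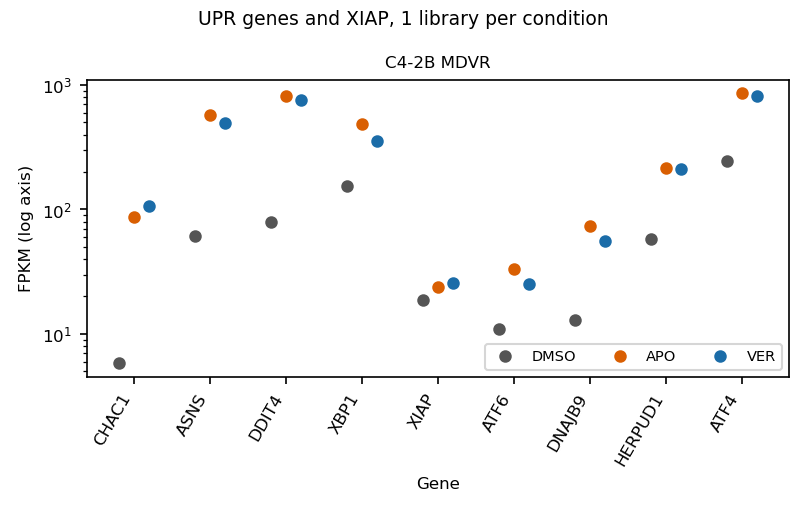
FPKM (log axis) of the UPR genes of Fig. 5c and of XIAP in C4-2B MDVR cells, 1 point per library. The APO and VER points of ATF4 lie above the DMSO point, at 854 and 812 against 246 FPKM.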

At the individual gene level, we observed upregulation of UPR genes (for example, XIAP1, ATF4, and ATF6) in both APO and VER-treated cells. 

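KLK3 (ENSG00000142515), which encodes PSA and lies on chromosome 19 of GRCh38 from 50854915 to 50860764, dropped in C4-2B MDVR cells from 77.8 FPKM with DMSO to 8.84 FPKM with APO and 24.4 FPKM with VER, log2 fold changes of -3.12 and -1.67. FKBP5 (ENSG00000096060), on chromosome 6 from 35573585 to 35728583, dropped from 139 FPKM to 22.9 and 20.6 FPKM. AKT1 (ENSG00000142208), on chromosome 14 from 104769349 to 104795751, changed less, from 99.8 FPKM to 55.9 and 72.9 FPKM, log2 fold changes of -0.83 and -0.45. UBE2C (ENSG00000175063), on chromosome 20 from 45812576 to 45816957, dropped from 89.0 FPKM to 48.0 FPKM with APO and to 6.81 FPKM with VER, log2 fold changes of -0.89 and -3.69. PLK1, another gene of Fig. 5c, had a log2 fold change of -4.55 with VER, against -1.05 with APO. None of these 5 genes changed direction or crossed 1.2-fold in C4-2B MDVR cells under the alternatives tried.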

We also found that AR and AR-V7-regulated genes (for example, KLK3, FKBP5, UBE2C, and AKT1) were suppressed by APO and VER treatment (Fig. 5c right). 

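In CWR22Rv1 cells KLK3 had a log2 fold change of -3.64 with APO and -0.41 with VER. FKBP5 changed by -0.99 with APO and -0.42 with VER. AKT1 was lower by a similar amount, at -0.87 and -0.51. FKBP4 and ELL2 were lower with both inhibitors as well, at -0.83 and -1.02 with APO and -0.42 and -0.43 with VER. TMPRSS2 was lower with APO, at -1.25, and higher with VER, at 0.36. UBE2C changed by -0.15 with APO, which is below 1.2-fold, and by -1.13 with VER. The androgen-induced genes outside Fig. 5c had medians of -0.48 with APO, at the 0.39th percentile of the random lists, and -0.03 with VER, at the 44.8th percentile, in CWR22Rv1 cells. The latter was 0.01 after each library was rescaled to a median ratio of 1.

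**Figure D4:**
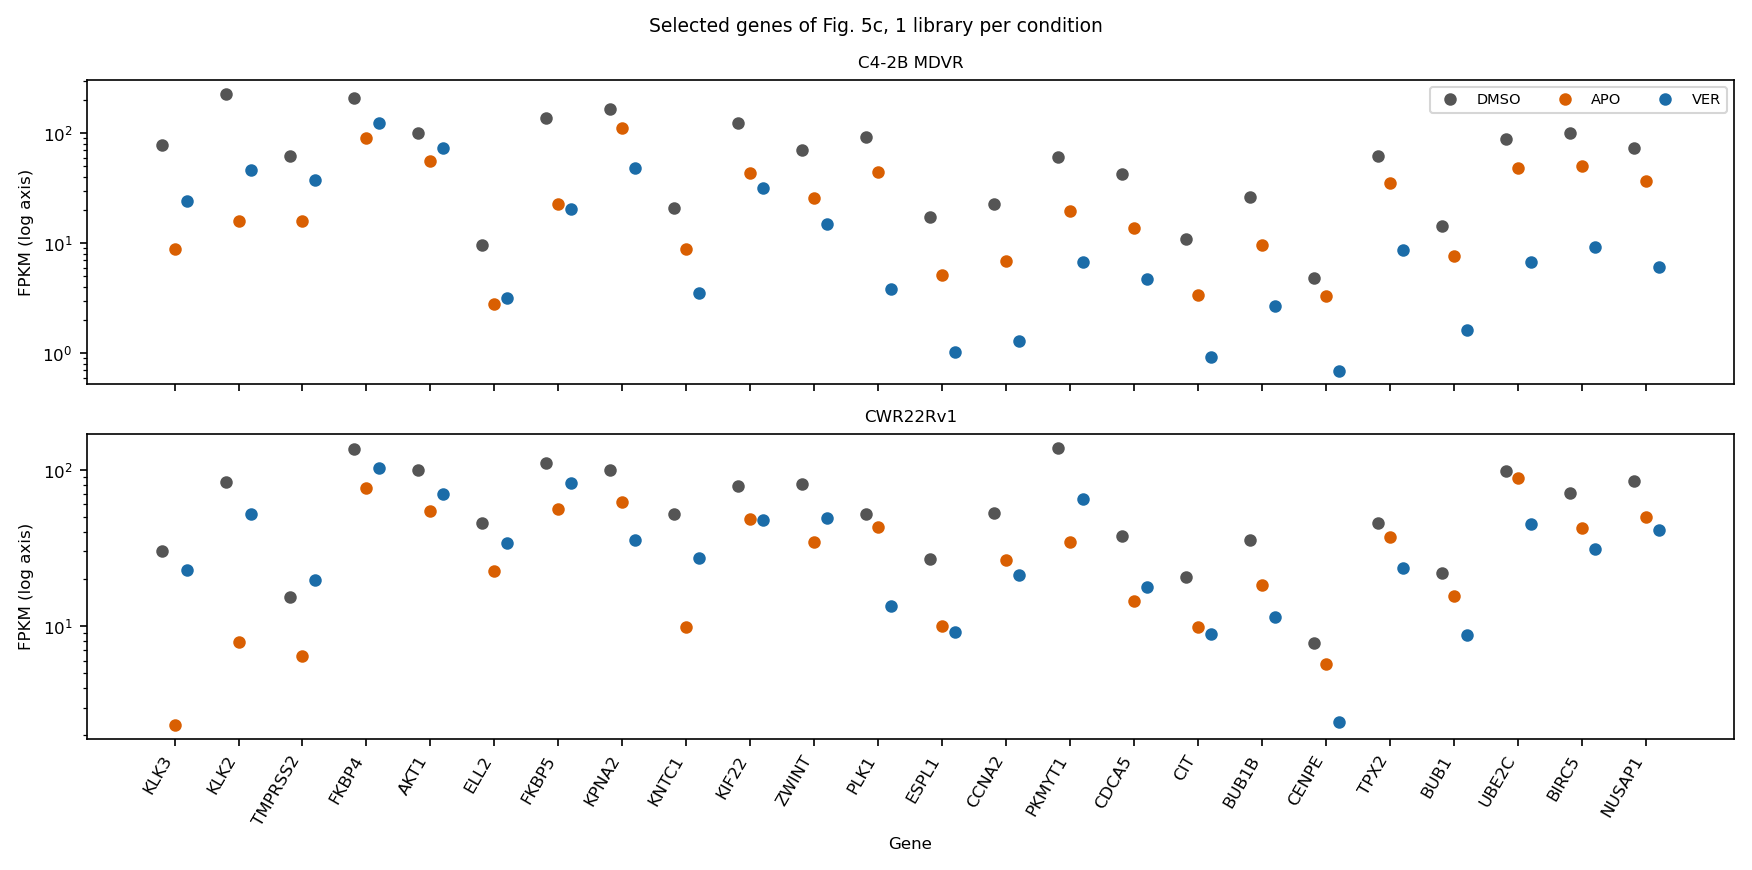
FPKM (log axis) of selected genes of Fig. 5c in each cell line, 1 point per library. In C4-2B MDVR cells all APO and VER points lie below the DMSO points, with UBE2C at 48.0 and 6.81 against 89.0 FPKM. In CWR22Rv1 cells TMPRSS2 with VER, at 19.8 FPKM, lies above DMSO, at 15.3 FPKM.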

Further GSEA revealed AR and AR-V7 pathways were significantly blocked by APO and VER treatment in both drug-resistant cell lines. As shown in Fig. 5d left, the classical PID-AR pathway was significantly suppressed. Both APO and VER robustly disrupted AR and AR-V7 target gene programs (Fig. 5d right). qRT-PCR verified that AR and AR-V7 target genes, such as KLK2, KLK3, NKX3-1, FKBP5, UBE2C, and Myc were suppressed by both APO and VER treatment. 

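In the RNA-seq libraries of C4-2B MDVR cells KLK2 (ENSG00000167751), next to KLK3 on chromosome 19 of GRCh38 from 50861568 to 50880567, dropped from 229 FPKM with DMSO to 15.9 FPKM with APO and 46.5 FPKM with VER. MYC (ENSG00000136997), on chromosome 8 from 127735434 to 127741434, dropped from 120 FPKM to 22.6 FPKM with APO and 82.3 FPKM with VER, log2 fold changes of -2.41 and -0.55. In CWR22Rv1 cells the log2 fold changes were -3.38 and -0.68 for KLK2 and -1.39 and -0.50 for MYC, with APO and VER in that order.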

Notably, genes such as UBE2C and Myc, which are preferentially upregulated by AR-V7, were significantly suppressed by APO and VER treatment (Fig. 5e and Supplementary Fig. 7).

**Fig. 5:**
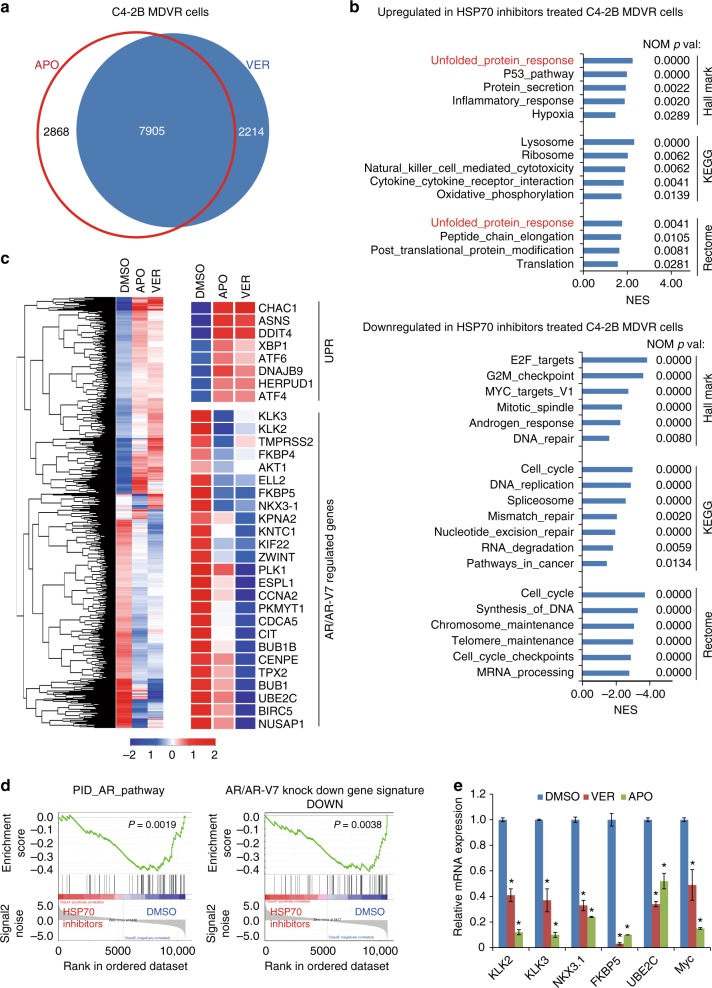
HSP70 inhibitors suppress AR and AR-V7 signaling. **a** Venn diagram of RNA-seq analysis of the two comparisons: APO vs. DMSO and VER vs. DMSO in C4-2B MDVR cells. **b** GSEA of top enriched gene sets in C4-2B MDVR cells treated by HSP70 inhibitors. The upregulated and down regulated gene sets from the Hallmark, KEGG and Rectome platforms were output by GSEA. **c** Heatmap and hierarchical clustering of the differentially expressed genes (DEGs) between APO and VER treatment in C4-2B MDVR cells with fold change (FC) > 1.2, as compared to vehicle (DMSO). The genes were displayed in rows and the normalized counts per sample were displayed in columns. Red indicates up-regulated and blue designates down-regulated expression levels. Middle and right, UPR, AR, and AR-V7 activity-signature genes that were altered in expression are displayed. **d** GSEA of the PID-AR pathway in C4-2B MDVR cells treated with HSP70 inhibitors, as compared to DMSO (left). GSEA of the AR and AR-V7 gene signatures in C4-2B MDVR cells treated with HSP70 inhibitors (right). The signature was defined by genes that underwent significant expression changes as a result of AR and AR-V7 knockdown in prostate cancer cells 6. **e** qRT-PCR analysis of the indicated genes in C4-2B MDVR cells treated with DMSO or with HSP70 inhibitors (10 μM) for 48 h. *p < 0.05. Results are the mean of three independent experiments (±s.d.). Statistical analysis was performed using two tailed Student’s *t*-test. APO apoptozole, VER Ver155008

### HSP70 inhibition enhances enzalutamide therapy in vivo

To examine if targeting HSP70 enhances enzalutamide treatment in vivo, we generated enzalutamide-resistant xenografts derived from CWR22Rv1 cells, as well as HSP70 and AR-V7 overexpressing LuCaP35CR PDX model and treated with APO and VER (Fig. 6a). CWR22Rv1 tumors were resistant to enzalutamide treatment (*p* = 0.73), both APO and VER significantly inhibited tumor growth (*p* = 0.0095 and *p* = 0.016, respectively). Combination of APO or VER with enzalutamide further inhibited tumor growth of CWR22Rv1 xenografts (*p* = 0.0012 and *p* = 0.0045, respectively) (Fig. 6b, c). Survival was improved in the APO and VER groups compared to the vehicle or enzalutamide-treated groups. Combination treatment of APO or VER with enzalutamide further improved animal survival (Fig. 6d). Treatments did not affect mouse body weights (Supplementary Fig. 8a, left). Vital organs, such as liver and kidney, were harvested for histopathologic examination and no significant pathological changes were found in the organs from any group. As shown in Supplementary Fig. 8b, livers did not show any vacuolar changes; and there was no sign of inflammation at the renal pelvis in single or combination treatment groups. Immunohistochemical staining of AR-V7 and Ki67 showed AR-V7 expression and cell proliferation were significantly inhibited by APO or VER treatment alone and further inhibited by the combination treatments (Fig. 6e).

**Fig. 6:**
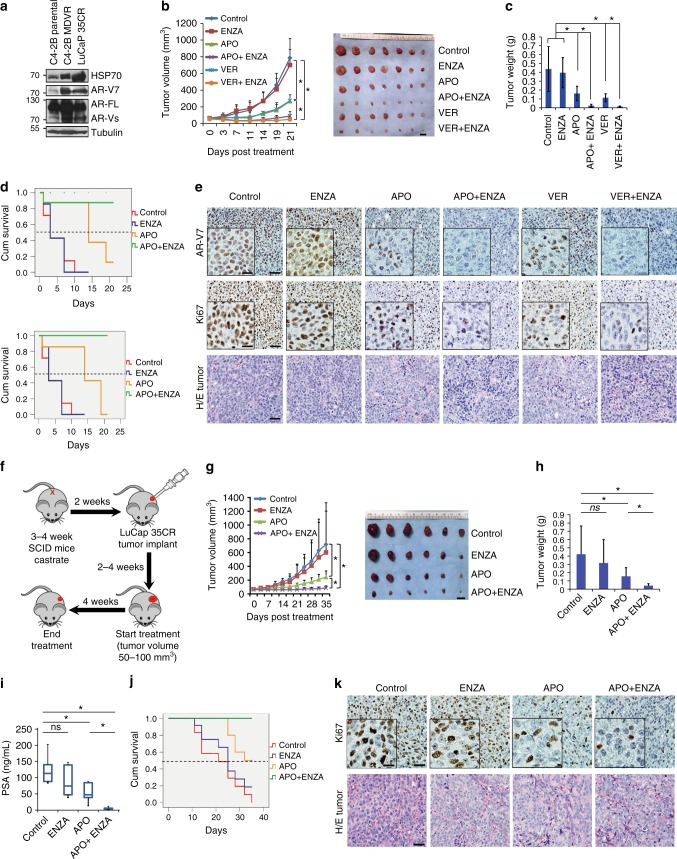
HSP70 inhibitors enhance enzalutamide treatment in vivo. **a** Total cell lysates from C4-2B parental, C4-2B MDVR cells, and LuCaP35CR xenograft tumors were extracted and subjected to western blot. HSP70, AR-V7, and AR-FL protein expression levels were determined. **b**, **c** Mice bearing CWR22Rv1 xenografts were treated with vehicle control, enzalutamide (25 mg/kg p.o.), APO (5 mg/kg i.p.), VER (15 mg/kg i.p.), APO plus enzalutamide, or VER plus enzalutamide for 3 weeks (*n* = 7). Tumor volumes were measured twice weekly. Tumors were photographed and weighed. Scale bar 1 cm. Data represent means ± s.d. from 7 mice per group. **d** Kaplan–Meier curves showing survival benefits of HSP70 inhibitors single treatment, HSP70 inhibitors, and enzalutamide combination treatment in CWR22Rv1 xenograft tumors. **e** IHC staining of AR-V7 and Ki67 in each group was performed. Scale bar 50 µm (outside) and 20 µm (inside). **f** Treatment scheme on LuCaP 35CR PDX model. **g**, **h** Mice bearing LuCaP 35CR xenografts were treated with vehicle control, enzalutamide (25 mg/kg p.o.), APO (5 mg/kg i.p.), or their combination for 5 weeks (*n* = 6). Tumor volumes were measured twice weekly. Tumors were photographed and weighed. Scale bar 1 cm. Data represent means ± s.d. from six mice per group. **i** PSA expression in mice serum was examined in different treatment groups. **j** Kaplan–Meier curves showing survival benefits of APO single treatment, APO and enzalutamide combination treatment in LuCaP 35CR tumors. **k** IHC staining of Ki67 in each group was performed. Scale bar 50 µm (outside) and 20 µm (inside). *p < 0.05. Statistical analysis was performed using one-way ANOVA. AR-FL: full-length AR, AR-Vs: AR-Variants, ENZA: Enzalutamide, APO: Apoptozole, VER: Ver155008

To further characterize the effects of HSP70 inhibition on tumor growth in vivo, the LuCaP 35CR PDX model was utilized as described in Fig. 6f. As shown in Fig. 6g, h, enzalutamide slightly suppressed LuCaP 35CR tumor growth but did not reach significance (*p* = 0.54), APO significantly suppressed LuCaP 35CR growth (*p* = 0.026), while combination of APO and enzalutamide further reduced tumor growth (*p* = 0.0087). Treatments did not alter mouse body weights (Supplementary Fig. 8a right). Enzalutamide treatment slightly, but insignificantly, suppressed tumor PSA expression (*p* = 0.28), APO treatment significantly suppressed PSA (*p* = 0.029), and the combination treatment further reduced the PSA levels (*p* = 0.0053) (Fig. 6i). APO and the combination treatments also improved survival compared to either vehicle or enzalutamide treatment alone (Fig. 6j). Immunohistochemical staining of Ki67 showed cell proliferation was significantly inhibited by APO, and further inhibited by the combination treatment (Fig. 6k). Taken together, these results suggest that inhibition of HSP70 by APO or VER reduces enzalutamide-resistant tumor growth, and combination of enzalutamide with either APO or VER further suppresses tumor growth.

### HSP70 level is correlated with AR/AR-V7 in prostate tumors

To determine the relationship between HSP70 and AR expression in human prostate cancer, we first analyzed HSP70 and AR-FL expression in GEO and Oncomine databases. Levels of HSP70 and AR-FL are significantly upregulated in metastatic castration-resistant prostate cancer (mCRPC) patients compared to benign prostate and primary prostate cancer in four independent GEO databases (Fig. 7a). In addition, the level of HSP70 expression is significantly increased in high Gleason score prostate cancer in two independent datasets from the Oncomine database (Fig. 7b). To examine whether HSP70 expression is correlated with AR and AR-V7 expression in advanced prostate cancer, 26 high Gleason score (≥8) patients’ samples were collected and the levels of HSP70, AR-V7, along with HSP90 and AR-FL were examined by qRT-PCR (Supplementary Table 1). As shown in Fig. 7c, d, HSP70 levels were significantly correlated with AR-V7 levels (*r* = 0.792, *p* = 0.00000143) and AR-FL levels (*r* = 0.689, *p* = 0.00000993). However, there is no significant correlation between HSP90 and AR-V7/AR-FL in these samples (Supplementary Fig. 9a). Figure 6e shows the expression of HSP70 protein in a representatively low (Gleason 6) and high (Gleason 9) Gleason grade prostate cancer by IHC. We also interrogated the GSE32269 and GSE6919 databases including 51 and 90 prostate tumor samples, respectively. As shown in Supplementary Fig. 9b, HSP70 significantly correlated with AR-FL in both databases. Collectively, these results suggest that HSP70 is significantly overexpressed in advanced stage prostate cancer and the level of HSP70 expression is correlated with AR-V7 and AR-FL expressions.

**Fig. 7:**
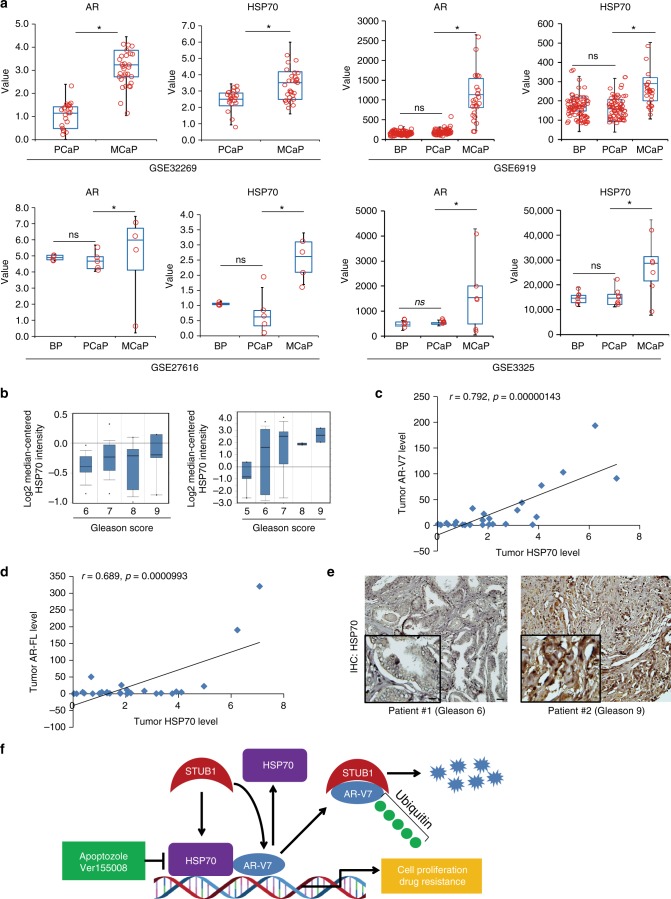
HSP70 level is correlated with AR/AR-V7 in prostate tumors. **a** In four independent GEO data bases (GSE32269, GSE6919, GSE27616, and GSE3325), AR and HSP70 gene expression levels were determined in benign prostate (BP), primary prostate cancer (PCaP), and metastatic prostate cancer (MCaP) tumor samples. *p < 0.05. Statistical analysis was performed using two-tailed Student’s *t-*test. **b** In two independent Oncomine databases, HSP70 gene expression was determined in different Gleason score prostate tumors. **c**, **d** Total RNA from 26 high Gleason score tumors was isolated and mRNA expression of AR-FL, AR-V7, and HSP70 was determined by qRT-PCR. The AR-FL/HSP70 correlation and AR-V7/HSP70 correlation were determined by Spearman rank correlation. The correlation coefficient was determined. **e** The prostate tumor biopsies from two prostate cancer patients (Gleason 6 and Gleason 9, respectively) were fixed and HSP70 immunohistochemistry staining of the tumor sections was determined. Scale bar 50 µm (outside) and 20 µm (inside). **f** Proposed pathway of HSP70/STUB1/AR-V7 complex in next generation anti-androgen resistance and prostate cancer progression. HSP70 forms complex with AR-V7 and increases AR-V7 transcriptional activity, STUB1 binds with HSP70 and disassociates HSP70 and AR-V7 binding, the ubiquitin ligase U-box domain of STUB1 binds with AR-V7 and promotes its ubiquitination and degradation. HSP70 inhibition by APO or VER promotes STUB1 and AR-V7 binding and ubiquitination

## Discussion

Our study uncovers a balanced crosstalk between proteostasis and next generation anti-androgen resistance through regulation of the STUB1/HSP70/AR-V7 complex. We discovered that the ubiquitin-mediated proteolysis pathway and proteasome activity are suppressed in enzalutamide and abiraterone-resistant prostate cancer cells, and play a critical role in the degradation of the AR and its variants, particularly AR-V7. Modulation of AR and AR-V7 proteostasis balance could be achieved by inhibition of HSP70, which may provide a valuable strategy to overcome resistance to next generation anti-androgen therapies. Our findings suggest that alteration of the chaperone–ubiquitin–proteasome system may represent a general mechanism for the regulation of AR variants protein stability. With that, we provide rationale targeting proteostasis through inhibition of HSP70 as a potential therapeutic strategy to overcome drug resistance to AR-targeted therapies in CRPC.

Emerging evidence suggests that proteomic instability, such as protein misfolding and aggregation play pivotal roles in cancer cell survival and progression^31^. Proteomic equilibrium may be altered during tumorigenesis, and consequently leads to oncogenic activation at the protein level^32^. Our study determined that the imbalance of proteostasis brought on by anti-androgen treatment in prostate cancer cells might be a critical mechanism conferring drug resistance. Deficiency of proteostasis and lack of proteasome activity in enzalutamide and abiraterone-resistant prostate cancer might trigger overexpression of onco-proteins, such as AR and its variants through an inability of protein clearance. Previous reports suggested that constitutively active AR variants confer the CRPC phenotype and resistance to next generation anti-androgens in both pre-clinical and clinical models^6,7,33–35^. Among these AR variants, overexpression of AR-V7 and AR-V9 was reported in enzalutamide and abiraterone-resistant prostate cancer patients, which is consistent with our findings in this study^7,36^. The literature suggests that AR variants are generated from intragenic AR gene rearrangements that alter AR gene structure^11^ and aberrant mRNA splicing and premature translation termination evident in prostate cancer cell lines and xenografts^10^. In the present study, we determined that AR variants are not only generated through mRNA splicing but also through protein stabilization via protein ubiquitin proteasome alteration in drug-resistant prostate cancer. The half-life of AR-V7 is significantly extended in enzalutamide-resistant prostate cancer cells compared with parental cells, suggesting that next generation anti-androgen treatments might alter the prostate cancer ubiquitin-proteolysis system and stabilize AR-V7 protein. Notably, the proteasome activity is significantly suppressed in enzalutamide and abiraterone-resistant prostate cancer cells and the E3 ligase STUB1 and its binding chaperone protein HSP70 might control the AR-V7 proteostasis and confer the resistance.

STUB1 is one of the important E3 ligases regulating several nuclear receptors, such as GR^37^, ERα^38^, and AR^39–41^. Overexpression of STUB1 in cultured cells promotes ubiquitination of cystic fibrosis transmembrane conductance regulator (CFTR), c-Myc and Raf kinase^42–45^. The importance of STUB1 involved in oncogenic proteins regulation was reinforced by our discovery that STUB1 bound with AR/AR-V7 and enhanced their ubiquitination and degradation. The AR-V7 co-chaperone protein, HSP70, formed a complex with AR-V7 and assisted AR-V7 protein maturation. STUB1 blocked HSP70 and AR/AR-V7 complex formation, leading to AR/AR-V7 protein degradation. Targeting HSP70 enhances STUB1 and AR/AR-V7 binding and leads to AR/AR-V7 ubiquitination and degradation (Fig. 7f). Our findings related to the HSP70/STUB1/AR-V7 complex are important as this mechanism may represent a general chaperone–ubiquitin–proteasome mechanism for the regulation of AR variants protein stability that may involve in treatment resistance in advanced prostate cancer.

HSP70 consists of an N-terminal ATPase domain (or nucleotide-binding domain) and a C-terminal substrate-binding domain (SBD) that recognizes polypeptide substrates. HSP70s together with HSP40s are the prominent chaperone families involved in chaperone-assisted proteasomal degradation of misfolded proteins^46–48^. After misfolded protein is depleted in the cells, STUB1 mediates the HSP70 turnover itself and reduces HSP70 to physiological level 19. Here we discovered that HSP70 was overexpressed in anti-androgen-resistant prostate cancer cells and mCRPC tumors, which is consistent with reports showing that HSP70 is overexpressed in various cancers^49–51^. Notably, HSP70 expression was correlated with AR-V7 level in high Gleason score prostate tumors. The homeostasis of the HSP70/STUB1 complex might play a substantial role in controlling AR-V7 protein levels. HSP70 binds with AR-V7 and protects it from degradation by STUB1. Our study suggests that STUB1 remains in the cytoplasm while HSP70 is overexpressed. HSP70 inhibition significantly promotes STUB1 entering the nucleus and binds to AR-V7. Therefore, targeting HSP70 might be a logical approach to treat AR-V7 overexpressing CRPC patients. Using specific siRNA to target HSP70 or HSP70 inhibitors to suppress HSP70 activity significantly blocked AR-V7 expression and suppressed its transcriptional activity. These results suggest that HSP70 is a potential therapeutic target that drives AR-V7 expression, drug resistance, and prostate cancer progression.

Studies over the last decades support the concept of targeting chaperone proteins in cancer therapy. The most well-known therapies targeting chaperone proteins currently in drug development are HSP90 inhibitors. HSP90 assists several oncogenic proteins including AR and facilitates their maturation^52^. However, HSP90 binds with the AR ligand-binding domain (LBD) which is missing in constitutively active AR variants. This makes HSP90 inhibition irrelevant in the treatment of AR variant dominated prostate cancer. Additionally, targeting HSP90 significantly increased HSP70 expression, suggesting a compensating role of HSP70 as co-chaperone protein^53^. Several categories of HSP70 inhibitors have been pursued in drug development, such as targeting the peptide-binding domain (PBD), amino-terminal ATPase domain (ABD), or HSP70 co-chaperones^54^. In the present study, we provide a proof of concept by using HSP70 inhibitors (APO and VER) targeting ABD to treat AR-V7 overexpressing and drug-resistant prostate cancer. Through the bioinformatics analysis, we found that inhibition of HSP70 using APO and VER suppresses AR/AR-V7 signaling pathways in resistant cells. Additionally, APO and VER activate the UPR pathway and suppress cell cycle. UPR activation induces the caspases which localize to the endoplasmic reticulum (ER) membrane and trigger apoptotic pathways^55^. Notably, tumors that are resistant to enzalutamide are highly sensitive to APO and VER treatments. APO and VER significantly enhanced enzalutamide treatment both in vitro and in vivo. Our promising preclinical data shed light on future clinical trial development by using HSP70 inhibitors in advanced prostate cancer treatment.

In conclusion, our study suggests that the ubiquitin proteasome system is suppressed in enzalutamide and abiraterone-resistant prostate cancer models. The STUB1/HSP70 complex is involved in AR and AR variant stabilization and regulates the sensitivity to next generation AR-targeted therapy. Additionally, we provide a proof of concept study showing that targeting HSP70 could be a valuable strategy to treat AR-V7 overexpressing CRPC and improve enzalutamide treatment. Clinically, HSP70 level is correlated with AR and AR-V7 in high Gleason score prostate tumors, suggesting that HSP70 might serve as a potential marker to indicate prostate cancer progression and therapeutic resistance.

## Methods

### Cells lines and tissue culture

LNCaP, C4-2B, and CWR22Rv1 were maintained in RPMI1640 supplemented with 10% fetal bovine serum (FBS), 100 units per ml penicillin, and 0.1 mg per ml streptomycin. IMR90, 293, and VCaP cells were maintained in DMEM supplemented with 10% FBS, 100 units per ml penicillin, and 0.1 mg per ml streptomycin. PZ-HPV7 cells were maintained in keratinocyte serum-free medium (K-SFM) with the required supplements (Invitrogen). All experiments with cell lines were performed within 6 months of receipt from the American Type Culture Collection (ATCC) or resuscitation after cryopreservation. C4-2B cells were kindly provided and authenticated by Dr. Leland Chung, Cedars-Sinai Medical Center (Los Angeles, CA). The resistant cells were isolated and referred to as C4-2B MDVR (C4-2B enzalutamide resistant) and C4-2B AbiR (C4-2B abiraterone resistant)^56,57^. C4-2B MDVR and C4-2B AbiR were maintained in 20 μM enzalutamide containing medium and 10 μM abiraterone acetate containing medium, respectively. Parental C4-2B cells were passaged alongside the resistant cells as an appropriate control. All cell lines have been routinely tested mycoplasma free by PCR and authenticated by short tandem repeat (STR) method. All cells were maintained at 37 °C in a humidified incubator with 5% carbon dioxide. Enzalutamide, abiraterone acetate, Apoptozole (APO), and Ver155008 (VER) were purchased from Selleck Chemicals.

### Plasmids and cell transfection

For small interfering RNA (siRNA) transfection, cells were seeded at a density of 0.5 × 10^5^ cells per well in 12-well plates or 2 × 10^5^ cells per well in six-well plates and transfected with 20 nM of siRNA (Invitrogen) targeting the HSP70 sequence (HSPA1A/HSPA1B, Catalog# 262305 and 262306), STUB1 sequence (Catalog# 215046), or control siRNA (Catalog# 12935300) using Lipofectamine-iMAX (Invitrogen). The effect of siRNA-mediated gene silencing was examined using qRT-PCR and western blot 2–3 days after transfection. Cells were transiently transfected by expressing plasmids for vectors, AR-FL, AR-V1, AR-V3, AR-V7, AR-V9, AR-V12 (AR-V567es), Flag-STUB1, HA-Ubiquitin, or HSP70 (HSPA1B, OriGene, Catalog# SC116767) using Lipofectamine 2000 (Invitrogen).

### Protein extraction and western blotting

Whole cell protein extracts were resolved on SDS–PAGE and proteins were transferred to nitrocellulose membranes. After blocking for 1 h at room temperature in 5% milk in PBS/0.1% Tween-20, membranes were incubated overnight at 4 °C with the indicated primary antibodies AR (441), AR (N-20), AR (C-19), HSP70 (F-3 and H-300), STUB1 (H231 and G-2), MDM2 (HDM2-323), HSP90 (4F10), HA (F-3), Ubiquitin (P4D1 and FL76), 1:1000 dilution, Santa Cruz Biotechnology, Santa Cruz, CA; STUB1 (C3B6, 1:100 for IP, Cell Signaling antibody); AR-V7 (AG10008, Mouse monoclonal antibody, 1:1000 dilution, precision antibody); FLAG^®^ M2 monoclonal antibody (F1804, 1:1000 dilution for western blot, 1:200 for IP, Sigma-Aldrich, St. Louis, MO); and Tubulin (T5168, monoclonal anti-α-tubulin antibody, 1:5000 dilution, Sigma-Aldrich, St. Louis, MO). Tubulin was used as loading control. Following secondary antibody incubation, immunoreactive proteins were visualized with an enhanced chemiluminescence detection system (Millipore, Billerica, MA). All uncropped scans of Western Blot are attached in Supplementary Figs. 10 and 11.

### Luciferase reporter assay

C4-2B, CWR22Rv1, or C4-2B MDVR cells were plated into 12-well plates (1 × 10^5^) and grown to 80% confluence and transiently transfected using Lipofectamine 2000 (Invitrogen). pGL3-PSA6.0 luciferase construct was co-transfected with pRL-TK (TK promoter-Renilla luciferase construct as internal control). Briefly, pGL3-PSA6.0 luciferase construct and pRL-TK along with HSP70 siRNA, AR-V7, or HSP70 were mixed and transfected. The luciferase activity was determined 48 h after transfection using a dual-luciferase reporter assay system (Promega). Cell lysates (35 μL per well) were used for measurement of luciferase activity in a luminometer by first mixing the cell lysates (25 μL) with 20 μL luciferase assay reagent for measuring firefly luciferase activity and subsequently adding 20 μL Stop-Glo reagent for measuring Renilla luciferase activity. Data were normalized to Renilla luciferase activity.

### Cell growth and survival assay

C4-2B MDVR or CWR22Rv1 cells were seeded on 12-well plates at a density of 0.3 × 10^5^ cells per well in RPMI 1640 media containing 10% FBS and transfected with HSP70 siRNA or STUB1 plasmid and then treated with 20 μM enzalutamide or 5 μM abiraterone for 3 days. Total cell numbers were determined at 0, 3, and 6 days. CWR22Rv1 cells and C4-2B MDVR cells were seeded on 12-well plates at a density of 0.5 × 10^5^ cells per well in RPMI 1640 media containing 10% FBS and treated with 5 μM APO or VER with or without 20 μM enzalutamide or 5 μM abiraterone in media containing FBS. Total cell numbers were counted after 3 and 6 days.

### Clonogenic assay

CWR22Rv1 cells or C4-2B MDVR cells were treated with 5 μM APO or VER with or without 20 μM enzalutamide or 5 μM abiraterone. Cells were plated at equal density (800 cells per dish) in 60 mm dishes for 3 weeks; the medium was changed every 7 days. The colonies were rinsed with PBS before staining with 0.5% crystal violet/4% formaldehyde for 30 min and the number of colonies was counted.

### Real-time quantitative RT-PCR

Total RNA was extracted using TriZOL reagent (Invitrogen). cDNA was prepared after digestion with RNase-free RQ1 DNase (Promega) and then subjected to real-time reverse transcription-PCR (RT-PCR) using Sso Fast Eva Green Supermix (Bio-Rad) according to the manufacturer’s instructions^58^. Each reaction was normalized by co-amplification of actin. Triplicates of samples were run on default settings of a Bio-Rad CFX-96 real-time cycler. The primer sequences are shown in Supplementary Table 6.

### Co-immunoprecipitation assay

Equal amounts of cell lysates (1500 µg) were immunoprecipitated using 1 µg of Flag antibody, HSP70 antibody, AR-V7 antibody, AR (N20) antibody, or STUB1 antibody with 50 µL of protein A/G agarose with constant rotation overnight. The immunoprecipitants were washed with 10 mM HEPES (pH 7.9), 1 mM EDTA, 150 mM NaCl, and 1% Nonidet P-40 twice with 1 mL each. The precipitated proteins were eluted with 30 µL of SDS–PAGE sample buffer by boiling for 10 min. The eluted proteins were electrophoresed on 8% SDS–PAGE, transferred to nitrocellulose membranes, and probed with indicated antibodies.

### Dual immunofluorescence assay

1 × 10^4^ 293 cells were plated in four-well Nunc™ Lab-Tek™ II Chamber Slides and transfected with AR-V7, HSP70, and Flag-STUB1 for 3 days and then treated with 10 µM APO or VER for another 24 h. Cells were fixed with 4% paraformaldehyde, permeabilized with 0.5% Triton X-100, and incubated with 1% BSA to block nonspecific binding. Cells were incubated with anti-AR (N20, Santa Cruz Biotechnology) and anti-Flag antibodies (Sigma) overnight. Intracellular AR-V7 was visualized with FITC-conjugated secondary antibodies, Flag-STUB1 was visualized with Texas red conjugated secondary antibodies and nuclei were visualized with DAPI by all-in-one fluorescence microscope (BZ-X700).

### Proteasome activity assay

2 × 10^6^ C4-2B parental, C4-2B AbiR, C4-2B MDVR, and CWR22Rv1 cells were harvested and homogenized with 0.5% NP-40 in PBS. The proteasome activity was determined by Proteasome Activity Fluorometric Assay Kit (Biovision, Catalog #K245-100). Briefly, AMC standard curve was prepared as described in the instruction. 10 μL samples plus 90 μL assay buffer were added into opaque white 96 microwell plate. 1 μL of the proteasome inhibitor was added into one of the paired wells and 1 μL of the proteasome substrate was added to all the wells. The kinetics of fluorescence was developed at Ex/Em = 350/440 nm in a microplate reader (Molecular Devices, Llc.) at 37 °C for 0–120 min. ∆RFU = RFU (without proteasome inhibitor) – iRFU (with proteasome inhibitor). Proteasome activity = AMC amount of samples/(∆RFU at linear time point 2 reading − ∆RFU at linear time point 1 reading) × sample volume × sample dilution factor = nmol per min per ml.

### RNA sequence data analysis

C4-2B MDVR and CWR22Rv1 cells were treated with vehicle or the HSP70 inhibitors APO (10 μM) and VER (10 μM) for 48 h before RNA extraction. RNA-seq libraries from 1 μg total RNA were prepared using Illumina Tru-Seq RNA Sample, according to the manufacturer’s instructions. mRNA-Seq paired-end library was prepared through Illumina NGS on HiSeq 4000: 2 × 150 cycles per bases (150 bp, PE). Around 30M reads per sample were generated. Data analysis was performed with a Top Hat–Cufflinks pipeline and sequence read mapping/alignment using HISAT. StringTie Data was mapped to and quantified for 60,658 unique genes/transcripts Gene and transcript expression is quantified as Fragments Per Kilobase of transcript per Million mapped reads (FPKM). 

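All 6 deposited libraries list the same 60658 Ensembl gene identifiers without duplicates, each with 1 FPKM value. Between 38871 and 40823 of them are listed at 0 in a library, the fewest in CWR22Rv1 with VER and the most in C4-2B MDVR with DMSO. The sum of all FPKM ranged from 647172 in CWR22Rv1 with APO to 747932 in C4-2B MDVR with APO.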

Principal component analysis (PCA) was conducted on the FPKM gene-level data for all genes/transcripts passing filter (filtered on expression > 0.1) in the raw data. 

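In the deposited FPKM, 23671 genes were above 0.1 in at least 1 of the 6 libraries. In a principal component analysis of their log2(FPKM + 0.1), centred by gene, the first component held 65.4% of the variance and separated the cell lines, with scores of 117.6 to 129.1 for C4-2B MDVR and -131.6 to -113.4 for CWR22Rv1 libraries. The second component held 13.6%. Its scores in C4-2B MDVR cells were 82.8 with DMSO, -45.5 with APO and -30.4 with VER. In CWR22Rv1 cells the scores were 61.7 with DMSO, -74.6 with APO and 5.9 with VER. The third component held 8.66%. Its scores in C4-2B MDVR cells were 47.6 with DMSO, 2.6 with APO and -52.4 with VER. In CWR22Rv1 cells they were -5.5 with DMSO, 63.6 with APO and -55.9 with VER.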

The relatedness of the differentially expressed genes from APO and VER treatment was depicted with a Venn diagram. The common regulated genes by APO and VER treatment were clustered with Hierarchical Clustering algorithm by StrandNGS software.

### Gene set enrichment analysis (GSEA)

GSEA was performed using the Java desktop software (http://software.broadinstitute.org/gsea/index.jsp)^59^. Genes were ranked according to the shrunken limma log_2_ fold changes, and the GSEA tool was used in ‘pre-ranked’ mode with all default parameters. KEGG-Ubiquitin-mediated proteolysis pathway was used in the GSEA analysis.

### Ingenuity pathway analysis

Pathway analysis of transcripts with changed expression in C4-2B parental and C4-2B MDVR cells was performed using IPA (www.ingenuity.com) and canonical pathways were determined. The *p-*value associated with a pathway is a measure of the likelihood that the association between a set of focus genes in the experiment and a given process or pathway is the result of random chance; in general, a *p*-value (calculated using the right-tailed Fisher exact test) < 0.05 indicates a statistically significant value.

### Gene expression omnibus (GEO) and Oncomine analysis

Four separate data sets from NCBI GEO were screened independently for expression levels of AR and HSP70. GSE32269 compared localized primary prostate cancer and metastatic prostate cancer. GSE6919, GSE27616, and GSE3325 compared benign prostate specimens, primary prostate tumor, and metastatic prostate cancer. Data generated from two prostate carcinoma data sets (Lapointe prostate and Singh prostate) from Oncomine were analyzed and HSP70 expression in different Gleason score tumors was determined.

### Docking and binding analysis with Autodock/Vina and PyMOL

The X-ray crystallographic structure of HSP70 ATPase domain was retrieved from RCSB Database (PDB code: 1S3X). The Ligands (APO and VER) preparation and grid box creation were completed using Graphical User Interface program AutoDock Tools (ADT). AutoDock saved the prepared file in PDBQT format. AutoGrid was used for the preparation of the grid map using a grid box. The grid size was set to 50 × 50 × 50 *xyz* points with grid spacing of 0.375 Å and vina search space center was designated at dimensions (*x*, *y*, and *z*): 17.3821, 28.7233, and 16.0554. AutoDock/Vina was employed for docking using protein and ligands information along with grid box properties in the configuration file. During the docking procedure, both the protein and ligands are considered as rigid. The results <1.0 Å in positional root-mean-square deviation (RMSD) was clustered together and represented by the result with the most favorable free energy of binding. The pose with lowest energy of binding or binding affinity was extracted and aligned with receptor structure. The obtained docked poses were analyzed with ADT using PyMOL.

### Human prostate cancer patient sample analysis

The tumor samples were harvested through the University of California, Davis (UC Davis) central biorepository under an approved Institutional Review Board (IRB) protocol in Urology Department (#GU001). The informed consent was obtained from all participating patients. Biopsy samples were taken from patients and immediately frozen into liquid nitrogen before the RNA extraction. Twenty-six tumors were classified into high Gleason score (≥8) groups, including 13 HSPC (hormone sensitive prostate cancer) and 13 CRPC (castration-resistant prostate cancer) samples (Supplementary Table 1). In the 13 CRPC samples, nine were from prostate biopsies, two from bone biopsies, and two from lymph node biopsies. Total RNA from these patient samples was extracted by RNeasy mini plus kit (QIAGEN) and cDNA was prepared after digestion with RNase-free RQ1 DNase (Promega). qRT-PCR was run using Sso Fast Eva Green Supermix (Bio-Rad) according to the manufacturer’s instructions and as described. AR-FL, AR-V7, HSP70, and HSP90 expression levels were determined. The primer sequences are shown in Supplementary Table 6.

### Conditionally reprogramed cells (CRCs) culture

Primary cells from malignant human prostate tissues were isolated according to the protocol^30^. Briefly, human prostate tissues were minced and digested with collagenase/hyaluronidase/dispase at 37 °C for 1–3 h. The dissociated cell suspension was filtered through a 100 µM cell strainer and collected. Cells were plated with mixtures of complete F medium/conditioned medium of irradiated J2 culture, supplemented with 10 µM Y-27632. Subculturing was performed with trypsin treatments when needed.

### Animal studies and treatment regimens

All animals used in this study received humane care in compliance with applicable regulations, policies, and guidelines relating to animals. All experimental procedures using animals were approved by the Institutional Animal Care and Use Committee of UC Davis. CWR22Rv1 cells (3 million) were mixed with matrigel (1:1) and injected subcutaneously into the flanks of 4–5-week-old male C.B17/lcrHsd-Prkdc-SCID mice (ENVIGO). Tumor-bearing mice (tumor volume around 50–100 mm^3^) were randomized into six groups (seven mice per group) and treated as follows: (1) vehicle control (15% Cremophor EL, 82.5% PBS, and 2.5% dimethyl sulfoxide (DMSO), intraperitoneal (i.p.)), (2) enzalutamide (25 mg/kg, per os (p.o.)), (3) APO (5 mg/kg, i.p.), (4) VER (15 mg/kg i.p.), (5) enzalutamide (25 mg/kg, p.o.) plus APO (5 mg/kg, i.p.), and (6) enzalutamide (25 mg/kg, p.o.) plus VER (15 mg/kg, i.p.). Tumors were measured using calipers twice a week and tumor volumes were calculated using length × width × width × 0.52. Tumor tissues, liver, and kidney were harvested and weighed after 3 weeks of treatment. Tumor tissues, liver, and kidney were paraffin embedded and H/E stained.

To assess the effect of combination of HSP70 inhibitors with enzalutamide on the growth of PDX tumors, the LuCaP35 CR model was obtained from the University of Washington and established in the UC Davis Cancer Center. Briefly, 3–4 weeks C.B17/lcrHsd-Prkdc-SCID mice (ENVIGO) were surgically castrated. Two weeks later, ∼20 to 30-mm^3^ pieces of LuCaP 35CR tumor were implanted into the pre-castrated SCID mice. When tumors reached 50–100 mm^3^, mice were randomized into four groups (six mice per group) and treated as follows: (1) vehicle control (15% cremophor EL, 82.5% PBS, and 2.5% DMSO, i.p.), (2) enzalutamide (25 mg/kg, p.o.), (3) APO (5 mg/kg, i.p.), and (4) enzalutamide (25 mg/kg, p.o.) plus APO (5 mg/kg, i.p.). Tumors were measured using calipers twice a week and tumor volumes were calculated using length × width × width × 0.52. Tumor tissues were harvested and weighed after 5 weeks of treatment. Serum was collected for PSA determination.

### Measurement of mouse serum PSA

Mouse blood from the LuCaP 35CR tumor model was collected and the serum was harvested. PSA levels were measured using a PSA ELISA Kit (United Biotech, Inc., Mountain View, CA) according to the manufacturer’s instructions.

### Immunohistochemistry

Tumors were fixed by formalin and paraffin-embedded tissue blocks were dewaxed, rehydrated, and blocked for endogenous peroxidase activity. Antigen retrieving was performed in sodium citrate buffer (0.01 mol per Litter, pH 6.0) in a microwave oven at 1000 W for 3 min and then at 100 W for 20 min. Nonspecific antibody binding was blocked by incubating with 10% FBS in PBS for 30 min at room temperature. Slides were then incubated with anti-HSP70 (F-3, at 1:300; Santa Cruz), anti-Ki67 (at 1:500; Neomarker), or anti-AR-V7 (at 1:200; Precision) at 4 °C overnight. Slides were then washed and incubated with biotin-conjugated secondary antibodies for 30 min, followed by incubation with avidin DH-biotinylated horseradish peroxidase complex for 30 min (Vectastain ABC Elite Kit, Vector Laboratories). The sections were developed with the diaminobenzidine substrate kit (Vector Laboratories) and counterstained with hematoxylin. Nuclear staining of cells was scored and counted in five different vision fields. Images were taken with an Olympus BX51 microscope equipped with DP72 camera.

### Statistical analysis

Statistical analyses were performed with SPSS16.0. Raw data was summarized by means, standard deviations (SD), and graphical summaries and transformed if necessary to achieve normality. Data from the in vitro experiments are presented as means ± SD from three independent experiments. Differences between individual groups were analyzed by two-tailed Student’s *t* tests for single comparisons or one-way analysis of variance (ANOVA) followed by the Scheffé procedure for multiple group comparisons. In the tumor growth experiments, size of the tumor at sacrifice serves as the primary response measure. The tumor growth and PSA across groups was analyzed by ANOVA. Concordance between AR-FL, AR-V7, HSP70, and HSP90 level in clinical patient samples was determined by Spearman rank correlation. *p* < 0.05 was considered statistically significant.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

The RNA sequence data and Microarray data in the present study have been deposited in Gene Expression Omnibus (GEO) with the accession number GSE120006. The hyperlink of the dataset is: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120006. All data are available from the authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

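RNA of 2 enzalutamide-resistant prostate cancer cell lines, C4-2B MDVR and CWR22Rv1, was sequenced after 48 h with DMSO, 10 µM APO or 10 µM VER, with 1 library for each of the 6 conditions. Conditions were taken from the sample labels and the paper's methods. The labels describe the source of the C4-2B MDVR libraries as LNCaP-C4-2B cells and the cell type as parental. The titles of these libraries and the paper name C4-2B MDVR, which was used.

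The authors aligned the paired-end reads, quantified genes with a Cufflinks pipeline and deposited FPKM values per gene, normalized between libraries by Cuffnorm. The paper's text names HISAT for alignment and also StringTie. The genome build and annotation release are not named in the paper's text. The identifiers were matched to GENCODE 29 on GRCh38, where 57047 of 60658 had a symbol. Coordinates are those of GENCODE 29 and were not taken from the deposited values.

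FPKM values are not counts, and the deposited tables give no read totals, so no test on counts was made. Low values were compared between libraries to estimate their relative depth. Relative to the C4-2B MDVR DMSO library it lay between 1.14 and 1.65 in the other libraries. Whole reads were not recovered, so no counting error or smallest detectable value is given. An FPKM of 0 is reported only as a gene listed at 0.

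Fold changes were computed as differences of log2(FPKM + 0.1) between each inhibitor and DMSO of the same line, for genes with FPKM above 0.1 in at least 1 of the 3 libraries of the line. A gene was counted as changed above 1.2-fold, the threshold of Fig. 5a. The fold changes have no replicate check, and no p-value was computed. Gene lists were described by their median and its percentile among 10000 random lists of the same size, drawn with replacement from the other genes in 20 bins of mean expression. A list was called shifted under the 2.5th or over the 97.5th percentile. Genes of a list may move together between cultures, while genes of a random list are drawn singly. The percentile thus does not measure how unusual a shift would be among replicate cultures. There were 16 lists, 1 from Fig. 5c and 15 written from well-known members or symbol families, and every entry of the lists was matched. Correlations are across genes. The genes named are those the paper measured after APO or VER by RNA-seq or qRT-PCR, STUB1 and genes of HSP70, HSP90 and the glucocorticoid receptor, and the 5 genes that rose and the 5 that fell most, by the smallest absolute log2 fold change over the 4 contrasts, among genes with a mean of at least 1 FPKM. HSPA1A and HSPA1B are nearly identical and were also summed. Some genes and lists covered by these rules are not reported here.

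The processing alternatives were pseudocounts of 0.01 and 1, no filter, FPKM above 0.1 in all 3 libraries of the line, FPKM above 1 in at least 1 library, rescaling of each library to a median ratio of 1 to the mean library of the line, rescaling to the same sum (TPM), thresholds of 1.5-fold and 2-fold, and random lists not matched on expression. All were fixed before the data were examined. A restriction to protein-coding genes was added after the data were seen. The gene sets of the paper's GSEA were not used here.

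The functions were tested on simulated data made from the C4-2B MDVR DMSO library. All 200 genes given known fold changes among 19162 were called in the right direction and 0 unchanged genes were called. The simulated noise was far smaller than the known fold changes and than the 1.2-fold threshold, so its setting fixed this outcome. It checks the code and does not measure how often single libraries give false calls. Of 100 unchanged lists of 20 genes, 3 lay outside the 2.5th to 97.5th percentile. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.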

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

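The tests on the 5 genes that rose most were chosen after those results were seen. The tests on the targets of ATF4 were chosen before their own results were seen.

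Targets of ATF4 rose in each of the 4 contrasts, a signal in a list that the paper's text does not report on. The supplementary tables of the paper's GSEA were not used here. The lowest median log2 fold change was 0.88, with VER in CWR22Rv1 cells. Without the 3 genes that Fig. 5c also names, the lowest median was 0.84. The removal lowered the median with APO in C4-2B MDVR cells most, from 2.46 to 1.74. Each median stayed at the 100th percentile, so the rise does not rest on those genes alone. After the median change of genes of similar GC content and exonic length was subtracted, the median stayed at the 100th percentile in each contrast. Under the alternatives tried, rescalings included, the median with VER in CWR22Rv1 cells lay between 0.83 and 0.92. A batch difference between single libraries was not testable, since each condition has 1 library, and the pattern cannot be told apart from it. A response of ATF4 to both inhibitors in both lines is a hypothesis that may be tested with replicates.

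Among genes that the paper's text does not discuss, LAMP3, GDF15, CALCA, LINC02485 and MT1G rose most over the 4 contrasts. Their smallest log2 fold changes were 4.76 for LAMP3, 4.49 for GDF15, 4.11 for CALCA, 3.92 for LINC02485 and 3.35 for MT1G. GDF15 rose from 10.0 to 227 and 753 FPKM with APO and VER in C4-2B MDVR cells and from 41.0 to 1401 and 970.5 FPKM in CWR22Rv1 cells. LAMP3 was at 0.148 and 0.362 FPKM in the DMSO libraries of C4-2B MDVR and CWR22Rv1 cells, CALCA was at 0.119 FPKM in that of C4-2B MDVR cells, and LINC02485 was listed at 0 in both, so their fold changes depend on the pseudocount. In C4-2B MDVR cells the log2 fold changes of CALCA with APO and VER were 4.72 and 3.24 with a pseudocount of 1 and 7.79 and 6.22 with 0.01. With a pseudocount of 1 the log2 fold change of LINC02485 with VER in CWR22Rv1 cells was 1.27, and with 0.01 it was 7.15. MT1G was listed at 0 in C4-2B MDVR with DMSO, so its fold changes in that line depend on the pseudocount as well. Under the alternatives tried they lay between 1.21 and 7.04 with APO and between 1.20 and 7.03 with VER. MT1G also belongs to a family of similar metallothionein genes that could share reads. After rescaling, the smallest change of the 5 genes was 3.39 (median ratio of 1) and 3.29 (TPM). At the size of the weakest of them, 5 genes rose in all 4 contrasts and 2 genes rose in one line and fell in the other. With TPM the median change of genes above 1 FPKM ranged from -0.13 with APO in C4-2B MDVR to 0.11 with APO in CWR22Rv1 cells. These shifts are far smaller than the rises, which argues against scaling as their cause. The genes were chosen for this pattern, so the count of opposite genes cannot decide between chance and a response to the inhibitors.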

How the results depend on the processing

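No paired or blocked analysis across the cell lines was made, and within a line each condition has 1 library. Counts were taken to move when they changed by more than 1.5 times, correlations when they changed by more than 0.1, and genes and lists when they changed direction or crossed 1.2-fold or the bounds of the central 95% of the random lists.

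The numbers of changed genes depend on the threshold. At 1.5-fold, 9719 genes changed with APO and 9279 with VER in C4-2B MDVR cells, 7906 with VER in CWR22Rv1 cells, and 6309 and 4992 with both inhibitors in C4-2B MDVR and CWR22Rv1 cells. Those up and down with both inhibitors in both lines numbered 688 and 756. At 2-fold the numbers were 5777 and 5584 in C4-2B MDVR, 6603 and 4268 in CWR22Rv1 cells with APO and VER, 3217 and 2292 with both inhibitors, and 240 up and 226 down in both lines. These shifts follow from the threshold itself. With VER in CWR22Rv1 cells 9170 genes changed among those above 1 FPKM in at least 1 library. Among protein-coding genes, an alternative chosen after seeing the data, 9136 changed with VER and 6993 with both inhibitors in CWR22Rv1 cells. The other totals stayed within 1.5 times, and the Spearman correlation of APO and VER within each line moved by no more than 0.1 under the alternatives tried. Of the numbers of genes up, down or changed the same way by both inhibitors, each counted once per alternative, 19 moved. Correlations between contrasts in different lines moved in 6 cases, and over all alternatives lay between 0.226 and 0.567.

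The UPR genes of Fig. 5c kept their direction and stayed above the central 95% of the random lists in each contrast under each alternative, with medians between 1.02 and 2.21. In C4-2B MDVR cells this follows in part from their choice, since Fig. 5c shows genes altered there.

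A few medians and fold changes close to 0 changed direction. The cholesterol synthesis list with VER in C4-2B MDVR cells was 0.02 (0.0205) with the filters of FPKM above 0.1 in all 3 libraries and above 1 in at least 1, and the cause was not tested. The others changed direction under a rescaling, which moves all genes of a contrast together. TPM moved the median of genes above 1 FPKM from 0.02 to -0.13 with APO in C4-2B MDVR cells, to 0.11 with APO and from -0.03 to -0.09 with VER in CWR22Rv1 cells, and to 0.006 with VER in C4-2B MDVR cells, and changes under it are relative to these shifts. With TPM the cholesterol synthesis list with VER in CWR22Rv1 cells was -0.0541, the endoplasmic reticulum chaperones and degradation genes with APO in CWR22Rv1 cells were at 0.0079, and HSPA8 with APO in C4-2B MDVR cells was at -0.0793. The median-ratio rescaling moved the median of genes above 1 FPKM with VER in CWR22Rv1 cells from -0.03 to 0.02, and the androgen-induced genes outside Fig. 5c to 0.0096. The percentiles of these 3 lists among random lists stayed close, at 64.6 and 63.6 for cholesterol synthesis, 20.04 and 20.01 for the chaperones and 44.8 and 44.9 for the androgen-induced genes before and after the rescaling. With each gene or list in each contrast counted once per alternative, 6 other results of single genes became weaker and 1 stronger, and 10 results of the lists other than the UPR genes of Fig. 5c became weaker and 2 stronger. A gene or list can enter these numbers more than once.

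If the estimate of relative depth holds, depth limits genes of low FPKM most in the C4-2B MDVR DMSO library. That library has the lowest estimate and enters both contrasts of that line.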

Differences from the paper's values

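No value under the settings used throughout differed from the paper's by more than 1.5 times. The numbers of genes changed more than 1.2-fold in C4-2B MDVR cells were higher than the paper's. They were 14700 with APO against the paper's 10773, 14196 with VER against the paper's 10317, and 11229 with both against the paper's 7905. The paper's number for VER is that of its text, and the Venn diagram of Fig. 5a gives a lower one. Among the alternatives set before the data were examined, FPKM above 0.1 in all 3 libraries gave 10948, 10627 and 8388, FPKM above 1 in at least 1 library gave 10084, 9793 and 7808, and a pseudocount of 1 gave 11514, 11276 and 8207. Some alternatives lay further from the paper's numbers. No filter on low FPKM gave 16263, 15592 and 11993, each more than 1.5 times the paper's, TPM gave 15452, 14752 and 11747, a pseudocount of 0.01 gave 15007, 14419 and 11643, and rescaling to a median ratio of 1 gave 14737, 14237 and 11276. A threshold of 1.5-fold gave 9719, 9279 and 6309, and one of 2-fold 5777, 5584 and 3217, the latter less than the paper's by more than 1.5 times. Among protein-coding genes, an alternative chosen after seeing the data, the numbers were 10209, 9909 and 7852. No setting gave exactly the paper's numbers.

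In Fig. 5b the paper lists oxidative phosphorylation among the sets that went up in C4-2B MDVR cells. The list used here was written from symbol families and is not the set of the paper. Its median log2 fold change was 0.16 with APO, at the 52.5th percentile of random lists. With VER it was -0.08, at the 8.99th percentile. Of its 79 genes, 60 were higher with APO and 31 with VER. The random lists matched on expression mostly rose with APO as well, with a central 95% of -0.006 to 0.325. Among random lists not matched on expression the percentiles were higher with both inhibitors, but within their central 95%. The position of the list with APO thus depends on the matching, and it cannot decide whether the paper's set rose.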

Other observations

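The tests on the direction of genes in both lines, on the loss of short noncoding RNAs and on the scaling of ribosomal protein genes were chosen only after those results were seen. The other tests were chosen before. Each condition has 1 library, so a difference between library batches cannot be excluded for any pattern here.

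The correlation of the changes with APO and VER within a line may come in part from the shared DMSO library. Between contrasts that share no library it was lower but present, with Spearman correlations of 0.341 and 0.326. After the median change of genes of similar GC content and exonic length was subtracted, these were 0.331 and 0.337. The subtraction took the Spearman correlation of fold change with GC content, furthest from 0 with APO in CWR22Rv1 cells at -0.19, to 0.003 in that contrast, and that with exonic length, furthest from 0 with APO in C4-2B MDVR cells at -0.06, to 0.002. With these relations removed the correlation between contrasts was still present. Of 18059 genes compared in both lines, 3778 changed the same way in all 4 contrasts and 623 changed with both inhibitors in opposite directions between the lines, a ratio of 6.06, where noise without direction would give a ratio near 1. The same inhibitor in both lines gave Spearman correlations of 0.44 for APO and 0.39 for VER. Within CWR22Rv1 cells APO and VER had a Spearman correlation of 0.49, and 16169 genes changed with APO, 13905 with VER and 10644 with both.

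More than 70% of the genes compared in C4-2B MDVR cells changed above 1.2-fold. If noise of low expression were the main cause, genes under 1 FPKM would change far more often than genes over 10 FPKM. The ratio of the shares was 1.23 with APO and 1.23 with VER, and the bound set beforehand was 1.5. With 65.8% and 63.1% of the genes over 10 FPKM changed, the ratio could hardly pass that bound, and the pseudocount shrinks the changes of low genes. The ratio thus does not decide whether noise of low expression is the main cause. Among genes above 1 FPKM in at least 1 library, 70.3% changed with APO and 68.3% with VER. For these genes this argues against noise of low expression as the main cause. Rescaling to a median ratio of 1 left 14737 and 14237 genes changed. Without replicates the variation between cultures of one condition is not known, and how many of these changes exceed it could not be tested.

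Whether the rise of the UPR genes of Fig. 5c was one of ATF4 targets alone was tested with the endoplasmic reticulum chaperones and degradation list. It lay at the 100th percentile with APO and at the 100th with VER in C4-2B MDVR cells, so these genes rose as well. In CWR22Rv1 cells the same list had a median of -0.11 with APO, at the 20.0th percentile, and 0.31 with VER, at the 99.77th. The median with APO was 0.0079 with TPM. The difference between the lines was not tested. The 8 UPR genes of Fig. 5c had medians of 1.69 and 1.09 in CWR22Rv1 cells, all 8 higher with either inhibitor, with ATF4 rising from 263 to 595 and 422 FPKM, CHAC1 by 3.74 and 2.47 and XIAP, outside those 8, by 0.50 and 0.15 on the log2 scale.

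The median log2 ratio of VER to APO was -2.09 for the cell cycle genes outside Fig. 5c in C4-2B MDVR cells, at the 0th percentile, and -0.27 in CWR22Rv1 cells, at the 2.34th. For the androgen-induced genes outside Fig. 5c it was -0.08 in C4-2B MDVR cells, at the 40.6th percentile, and 0.57 in CWR22Rv1 cells, at the 99.97th. The value of -0.08 was 0.07 with TPM. No explanation of these values was tested.

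RMRP, a noncoding RNA of 268 bases on chromosome 9 of GRCh38 from 35657751 to 35658018, dropped from 648 FPKM with DMSO to 0.0031 FPKM with APO and 0.0904 FPKM with VER in C4-2B MDVR cells, and from 57.9 FPKM to 0.0011 and 0.0074 FPKM in CWR22Rv1 cells. If short noncoding RNAs were lost from treated libraries in general, more than 50% of them would be under 0.1 FPKM with both inhibitors, as RMRP was. Of 140 other noncoding genes with an exonic length under 400 and at least 1 FPKM in the C4-2B MDVR DMSO library, 46 (32.9%) were under 0.1 FPKM with both inhibitors, against 77 of all 13154 genes at that level. The same number, 46 (32.9%), were listed at 0 with both. In the other direction 11 short noncoding genes were at 0 with DMSO and at least 1 FPKM with both inhibitors. These changes are not mirror images, since one needs 0 in both treated libraries and the other 0 in DMSO alone, so unstable values of short genes are not excluded. A loss was thus seen for fewer than 50% of these short RNAs, but far more often than among all genes at that level. The bound of 50% therefore cannot exclude a loss that falls mainly on short noncoding RNAs. Libraries of polyadenylated RNA can carry such RNAs in amounts that depend on the preparation, and the drop of RMRP cannot be told apart from a difference in preparation between the DMSO and the treated libraries. The other genes that fell most were ENSG00000272172, TERT, RPS28P7 and CAMKV. ENSG00000272172 and RPS28P7 are also shorter than 400 bases. TERT fell from 3.79 to 0.0427 and 0.132 FPKM in C4-2B MDVR cells and from 9.55 to 0.676 and 1.49 FPKM in CWR22Rv1 cells. CAMKV fell from 2.95 to 0.240 and 0.248 FPKM in C4-2B MDVR cells.

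Ribosomal protein genes, a set that Fig. 5b lists for C4-2B MDVR cells, had medians of 0.61 with APO and 0.28 with VER in CWR22Rv1 cells, both at the 100th percentile. Adding the FPKM of 1058 ribosomal pseudogenes to their genes left at least 0.992 of the median in each contrast, so reads shared with pseudogenes do not account for the rise. The lowest median under both rescalings was 0.158, with VER in C4-2B MDVR cells. After subtracting the median change at similar GC content and exonic length, that contrast fell to the 96.9th percentile. The median itself hardly moved, from 0.16 to 0.15. GC content or gene length may thus contribute at most a small part of the rise with VER in C4-2B MDVR cells. The filters on FPKM alone, of above 0.1 in all 3 libraries and above 1 in at least 1, brought the list to the 96.79th and 97.39th percentiles. The drop in percentile thus cannot be told apart from a list that lies close to the bound. In the other 3 contrasts the list stayed above the central 95% of the random lists.

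STUB1 changed by -0.03 and -0.24 in C4-2B MDVR and by 0.04 and -0.20 in CWR22Rv1 cells, each below 1.2-fold. With TPM the last of these was -0.27, just past 1.2-fold. HSPA1A and HSPA1B summed to 62.2 FPKM with DMSO, 13.6 with APO and 33.1 with VER in C4-2B MDVR and to 45.0, 13.8 and 68.7 FPKM in CWR22Rv1 cells. HSPA1A alone was at 0.0691 FPKM in C4-2B MDVR with DMSO, and the split between these nearly identical genes is uncertain. HSPA8 changed by 0.07 and -0.89 in C4-2B MDVR and by -0.39 and 0.76 in CWR22Rv1 cells, and the first of these was -0.08 with TPM. HSP90AA1 changed by -0.68 and -0.82 in C4-2B MDVR and by -0.52 and 0.12 in CWR22Rv1 cells. NR3C1 rose in CWR22Rv1 cells from 3.53 to 10.3 FPKM with APO and 5.57 FPKM with VER, and in C4-2B MDVR cells it was listed at 0 with DMSO and at 0.126 and 0.101 FPKM with the inhibitors. No explanation of these values was tested.

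The heat shock response list had medians of -0.67 with APO and -0.67 with VER in C4-2B MDVR cells, both at the 0th percentile, and of -0.41 and -0.09 in CWR22Rv1 cells, at the 0.89th and 24.9th percentiles. With APO in CWR22Rv1 cells the list was at the 6.02nd percentile among random lists that were not matched on expression, within their central 95%. Lysosome genes, higher with both inhibitors in C4-2B MDVR cells, had a median of -0.13 with APO in CWR22Rv1 cells, at the 11.13th percentile. With VER in CWR22Rv1 cells their median was 0.52, at the 100th percentile. Cholesterol synthesis genes had a median of -1.04 with APO in CWR22Rv1 cells, at the 0th percentile, with all 22 genes lower, and lay within the range of the random lists in the other 3 contrasts. No explanation of these values was tested.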
